# Inhibition of β-catenin signaling respecifies anterior-like endothelium into beating human cardiomyocytes

**DOI:** 10.1242/dev.117010

**Published:** 2015-09-15

**Authors:** Nathan J. Palpant, Lil Pabon, Meredith Roberts, Brandon Hadland, Daniel Jones, Christina Jones, Randall T. Moon, Walter L. Ruzzo, Irwin Bernstein, Ying Zheng, Charles E. Murry

**Keywords:** Cardiac, Hematopoiesis, Endothelium, Human embryonic stem cell, Differentiation

## Abstract

During vertebrate development, mesodermal fate choices are regulated by interactions between morphogens such as activin/nodal, BMPs and Wnt/β-catenin that define anterior-posterior patterning and specify downstream derivatives including cardiomyocyte, endothelial and hematopoietic cells. We used human embryonic stem cells to explore how these pathways control mesodermal fate choices *in vitro.* Varying doses of activin A and BMP4 to mimic cytokine gradient polarization in the anterior-posterior axis of the embryo led to differential activity of Wnt/β-catenin signaling and specified distinct anterior-like (high activin/low BMP) and posterior-like (low activin/high BMP) mesodermal populations. Cardiogenic mesoderm was generated under conditions specifying anterior-like mesoderm, whereas blood-forming endothelium was generated from posterior-like mesoderm, and vessel-forming CD31^+^ endothelial cells were generated from all mesoderm origins. Surprisingly, inhibition of β-catenin signaling led to the highly efficient respecification of anterior-like endothelium into beating cardiomyocytes. Cardiac respecification was not observed in posterior-derived endothelial cells. Thus, activin/BMP gradients specify distinct mesodermal subpopulations that generate cell derivatives with unique angiogenic, hemogenic and cardiogenic properties that should be useful for understanding embryogenesis and developing therapeutics.

## Abstract (precis)

**Summary:** The manipulation of signals that control embryonic patterning allows human pluripotent stem cells to be differentiated into endothelial subpopulations with distinct haematopoietic, angiogenic and cardiogenic potential.

## INTRODUCTION

The anterior-posterior axis is the earliest to form in the embryo and is evolutionarily most ancient (Kimelman and Martin, 2012). Anterior primitive streak gives rise to endoderm, whereas the mid- to posterior primitive streak gives rise to different mesodermal lineages. Anterior mesoderm (mid-streak) gives rise to cardiac and endocardial endothelium, whereas posterior mesoderm (posterior streak) gives rise to the blood-forming endothelium and vasculature (Murry and Keller, 2008).

Well-described anterior-posterior morphogen gradients, including those of activin A/nodal and BMP4, are thought to pattern mesoderm subtypes (Nostro et al., 2008; Sumi et al., 2008; Kattman et al., 2011). Such gradients are proposed to specify anterior mesodermal fates like cardiomyocytes versus posterior mesodermal fates like blood. Remarkably, a recent study showed that ectopic induction of a nodal/BMP gradient in zebrafish embryos was sufficient to create an entirely new embryonic axis that could run parallel, anti-parallel or orthogonal to the primary axis (Xu et al., 2014). This provides compelling evidence that nodal and BMP are significant determinants of anterior-posterior patterning in the embryo.

Functionally, the TGFβ signaling family members activin A and BMP4 synergistically activate Wnt/β-catenin signaling during primitive streak (PS) formation, and are essential for establishing downstream lineages (Nostro et al., 2008; Sumi et al., 2008). Stimulation of the Wnt/β-catenin pathway during gastrulation is required to form mesoderm (Yamaguchi et al., 1999; Lekven et al., 2001), and the subsequent Wnt/β-catenin signaling gradients are thought to be responsible for specifying sublineages of mesodermal derivatives (Martin and Kimelman, 2012). Recent work has shown that Wnt/β-catenin signaling is involved in redirecting fate choices between mesodermal lineages in the post-gastrulation stage of development (Schoenebeck et al., 2007; Van Handel et al., 2012; Palpant et al., 2013).

In the present study we investigated whether unique functional derivatives of mesoderm could be generated from human pluripotent stem cells (hPSCs) *in vitro* by processes that reflect embryological patterning during gastrulation. We modulated activin A, BMP4 and Wnt/β-catenin signaling in order to manipulate key cell fate transitions from the undifferentiated state to mature cell types. Cardiomyocytes were derived efficiently from anterior-like mesoderm, and blood more efficiently from posterior-like mesoderm. Endothelium was generated from all mesodermal subtypes studied. These endothelial subpopulations exhibit differences in hematopoietic, angiogenic, and cardiogenic potential, reflecting influences of their developmental ontogeny.

## RESULTS

### Patterning mesoderm *in vitro* using activin A/BMP4

Inspired by the dominant role of activin A and BMP4 in establishing the anterior-posterior axis of the embryo (Sumi et al., 2008; Xu et al., 2014), we hypothesized that titrating activin A and BMP4 would modulate the strength of Wnt/β-catenin signaling and thereby polarize mesoderm specification from undifferentiated human embryonic stem cells (hESCs) along the anterior-posterior axis (Fig. 1A). To analyze Wnt/β-catenin signaling activity in mesoderm patterning, we used a RUES2 hESC line that expresses the green fluoroprotein Venus under control of multimerized TCF/LEF elements (β-catenin-activated reporter; BAR-Venus:UB-dsRed), as previously described (Davidson et al., 2012; Palpant et al., 2013). We chose to monitor the activity of the pathway through the BAR-Venus reporter in combination with gene expression of Wnt modulatory proteins during directed differentiation.

**Fig. 1.**
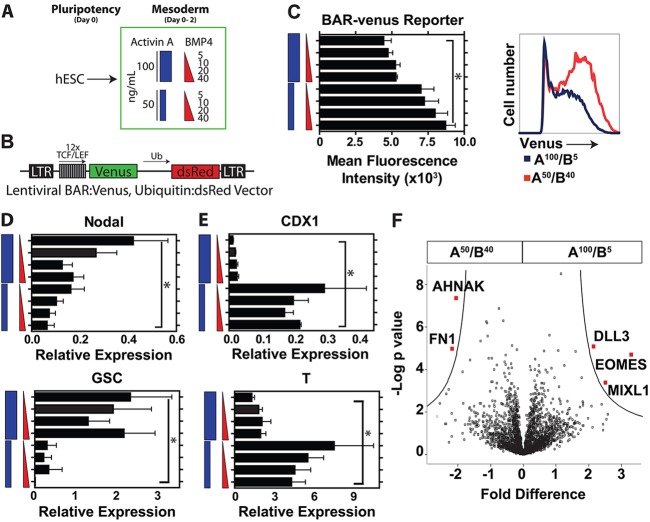
**Directing mesoderm patterning by titrating activin A and BMP4.** (A) The experimental approach for directing undifferentiated hESCs into anterior versus posterior mesoderm using doses of activin A and BMP4. (B) The BAR-Venus:Ub-dsRed vector used to measure endogenous Wnt/β-catenin signaling in differentiating hESCs. (C) Changes in mean fluorescence intensity of BAR-Venus activity on day 2 of directed differentiation under different activin A/BMP4 conditions (left), and a representative flow plot showing reporter activity in conditions of 100 ng/ml activin A and 5 ng/ml BMP4 (A^100^/B^5^) versus 50 ng/ml activin A and 40 ng/ml BMP4 (A^50^/B^40^) (right). (D,E) qRT-PCR analysis of genes involved in mesoderm patterning, including anterior mesoderm markers *NODAL* and *GSC* (D) as well as posterior markers *CDX1* and brachyury (*T*) (E). *n*=5 biological replicates for BAR-Venus activity and qPCR analysis. *P<0.05. (F) Volcano plot showing proteins significantly differentially expressed between day 2 A^50^/B^40^ and A^100^/B^5^ cells using an FDR threshold of 0.05. For mass spectrometry *n*=2 biological replicates, each with three technical replicates per sample.

We tested the hypothesis that modulating activin A and BMP4 signaling could induce different types of mesoderm. hESCs were differentiated using activin A at either 100 ng/ml (A^100^) or 50 ng/ml (A^50^) in combination with a dose range of BMP4 between 5 ng/ml and 40 ng/ml (B^5^-B^40^) (a detailed schematic outlining the differentiation methods employed in this manuscript is shown in supplementary material Fig. S1). We found that concentrations lower than 50 ng/ml activin A did not markedly influence mesoderm specification (supplementary material Fig. S2). Based on previous work on directed differentiation from hESCs, we have established that mesoderm is specified on day 2 of differentiation (Paige et al., 2010, 2012; Palpant et al., 2013). At this time point, analysis of Venus activity showed that differentiation with A^100^ caused significantly lower activity of endogenous Wnt/β-catenin signaling than A^50^ (Fig. 1A-C). Consistent with this, analysis of Wnt/β-catenin signaling modulators showed high mRNA expression of *WNT3A* and *WNT8A* in conditions of A^50^, with increased levels of the Wnt/β-catenin signaling inhibitor *DKK1* predominantly in conditions of A^100^ (supplementary material Fig. S3A). By contrast, increasing BMP4 concentrations only modestly increased Wnt/β-catenin reporter activity and did not significantly change the expression of Wnt regulators (Fig. 1C; supplementary material Fig. S3A).

Other modulators of mesoderm patterning were analyzed by qRT-PCR, which showed that the pan-mesoderm markers *KDR* (*VEGFR2*) and *MESP1* are expressed across all conditions (supplementary material Fig. S4A). Genes involved in anterior mesendoderm development, including those encoding the bicoid homeobox protein goosecoid (GSC) and NODAL, were more highly expressed in conditions of A^100^ (Fig. 1D). This is consistent with studies showing that NODAL functionally interacts with Wnt factors to activate genes, such as *GSC*, that are required for anterior PS patterning and germ layer formation (Reid et al., 2012). Conversely, genes more highly expressed in posterior mesoderm, including brachyury (*T*) and *CDX1*, a key modulator of Hox gene activity (Lengerke et al., 2011) necessary for blood development (Wang et al., 2008), were expressed more highly in conditions of A^50^ (Fig. 1E).

Using protein mass spectrometry, we analyzed day 2 mesoderm generated by different induction approaches. These data show a high degree of similarity between the mesodermal subtypes, with the exception of several molecules that are significantly different and reinforce the observation that proteins involved in anterior versus posterior mesoderm patterning are appropriately expressed in a lineage-specific manner (Fig. 1F). Specifically, fibronectin 1 (FN1) was highly expressed under conditions of A^50^/B^40^. Although FN1 is functionally required for organ development in a wide range of tissues, it is functionally required in posterior but not anterior lateral plate mesoderm development during gastrulation (George et al., 1993). Furthermore, the T-box transcription factor eomesodermin (EOMES) acts upstream of MESP1 to direct cardiogenic mesoderm (Costello et al., 2011) and MIXL1 is functionally required for the morphogenesis of axial mesoderm and represses posterior mesoderm fates (Hart et al., 2002). As such, these proteins are appropriately expressed in conditions of A^100^/B^5^.

Taken together, gene expression analysis, proteomic analysis, and Wnt/β-catenin signaling activity support the notion that modulating the concentration of activin A/BMP4 can polarize mesoderm along the anterior-posterior axis *in vitro* from human pluripotent stem cells.

### Specification of cardiogenic mesoderm from anterior mesoderm

Using this dosing regimen of activin A/BMP4, we next sought to directly assess the effect on downstream mesodermal derivatives using cardiomyocytes as readouts of anterior differentiation. The protocol for cardiac directed differentiation is based on studies from our laboratory and others showing that cardiac specification involves a biphasic modulation of Wnt/β-catenin signaling. Specifically, robust Wnt/β-catenin signaling activation is required to direct mesoderm, and specification into the cardiac lineage involves downregulation of Wnt/β-catenin signaling (Ueno et al., 2007; Paige et al., 2010; Lian et al., 2012; Palpant et al., 2013). The protocol used for directing cardiac differentiation is detailed in the supplementary Materials and Methods and Fig. S1.

Analysis at day 14 showed that the highest efficiency of cardiac differentiation occurred under conditions of A^100^/B^5^ [90±1% cTnT (TNNT2)^+^ cardiomyocytes] (Fig. 2A-D). By contrast, cardiomyocyte differentiation progressively decreased with lower doses of activin A and higher doses of BMP4, with purity dropping as low as 14±6% cTnT^+^ cells when initiated under conditions of A^50^/B^40^ (Fig. 2A,B). Analysis of day 5 cardiac progenitor cells (CPCs) did not show any correlation of KDR^+^/PDGFRα^+^ cells and cardiac differentiation efficiency under these differentiation conditions (supplementary material Fig. S4B,C).

**Fig. 2.**
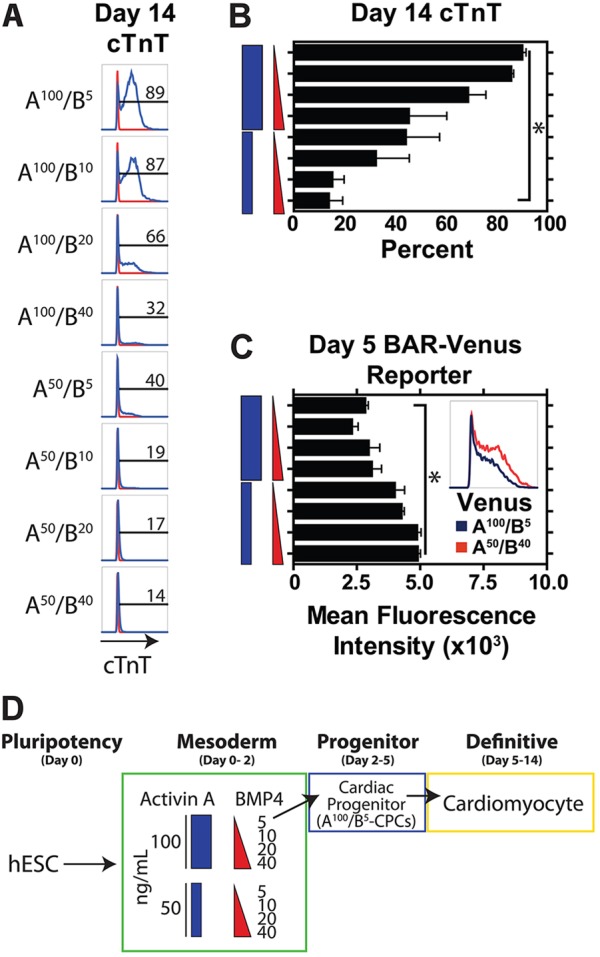
**High activin A and low BMP4 concentrations direct cardiac differentiation.** (A,B) Flow cytometry for cTnT on day 14 of differentiation across the range of differentiation conditions defined by doses of activin A and BMP4, with raw histograms (A) and mean data across five biological replicates (B) showing the highest efficiency of cardiac differentiation (percentage cTnT^+^ cardiomyocytes) in conditions of A^100^/B^5^. (C) Wnt/β-catenin signaling activity as measured by the BAR-Venus reporter in day 5 CPCs under different doses of activin A and BMP4. Inset shows raw flow cytometry plot of Venus activity in A^100^/B^5^ versus A^50^/B^40^ CPCs. (D) Schematic illustrating that cardiomyocytes are generated optimally from A^100^/B^5^ CPCs. *n*=5 biological replicates. *P<0.05.

To determine the effect of induction on cardiac cell fate specification, we compared the expression profiles of day 14 cells induced with either A^100^/B^5^ or A^50^/B^40^, with subsequent differentiation under cardiogenic conditions (supplementary material Fig. S5). RNA-seq data indicate that A^100^/B^5^ cells give rise to a cardiac phenotype as expected. By contrast, A^50^/B^40^ cells at day 14 showed a robust endothelial phenotype. These data indicate that induction conditions are deterministic with regard to fate potential, such that cardiogenic mesoderm is specified early from A^100^/B^5^ conditions and an endothelial fate is specified from A^50^/B^40^ conditions.

To understand the role of Wnt/β-catenin signaling under cardiac differentiation conditions, we analyzed BAR-Venus reporter activity in day 5 CPCs (Fig. 2C; supplementary material Fig. S3B,D). Compared with the peak of mesoderm formation at day 2, there was a significant downregulation of Wnt/β-catenin signaling in day 5 cells, with the greatest downregulation occurring in CPCs initiated under A^100^ conditions (Fig. 2C; supplementary material Fig. S3D). Compared with day 2, gene expression analysis of Wnt modulators in day 5 CPCs showed a significant downregulation of canonical Wnt ligands but a marked increase in canonical Wnt inhibitors including *TMEM88* and *WNT5A* in A^100^ conditions (supplementary material Fig. S3B). Importantly, we also observed a significant increase in expression of the canonical Wnt/β-catenin inhibitor *DKK1* in anterior-derived cardiogenic mesoderm, which suggests a more repressive state of Wnt/β-catenin signaling during cardiac specification (supplementary material Fig. S3B).

### Derivation of endothelium

Given that factors involved in hemato-endothelial mesoderm development, such as CDX1 and WNT8A, had an inverse correlation with cardiac differentiation efficiency (Fig. 1E; supplementary material Fig. S3A), we hypothesized that this mesodermal differentiation platform could be used to direct downstream vascular fate choices and efficiently generate blood and endothelial cells. Since endothelium is generated from all mesodermal origins (Murry and Keller, 2008), we sought to understand the impact on cell fate decisions of endothelial development after initiating differentiation with different concentrations of activin A and BMP4. We tested a wide range of culture conditions involving stimulation with major determinants of endothelial fate, including varying the timing and concentrations of VEGF, BMP4, CHIR-99021 and FGF, based on previous studies describing endothelial differentiation from PSCs (Kennedy et al., 2007, 2012; Choi et al., 2012; Rafii et al., 2013; White et al., 2013) (supplementary material Fig. S7; data not shown). Studies from our lab and others have established a role for Wnt/β-catenin signaling in specifying endothelial commitment (Woll et al., 2008; Palpant et al., 2013; Sturgeon et al., 2014). We observed, however, that addition of the small molecule Wnt/β-catenin agonist CHIR-99021 between days 2 and 5 inhibited endothelial fate specification, indicating that other factors involved in the specification of endothelium tightly orchestrate the dosage of Wnt/β-catenin signaling (supplementary material Fig. S7). We describe in detail our protocol for endothelial differentiation in the supplementary Materials and Methods and Fig. S1.

In our optimized protocol, analysis of pan-endothelial markers on day 5 of differentiation showed that we could generate greater than 90% KDR^+^/CD34^+^ double-positive cells (Fig. 3A,B). These data show that a high percentage of KDR^+^/CD34^+^ cells can be generated across the full spectrum of activin A and BMP4 conditions used to establish mesoderm patterning at the onset of differentiation. Consistent with endothelial development, a high percentage of these cells express VE-cadherin (Fig. 3C). We next assessed whether these endothelial cells exhibited molecular characteristics of developing endothelium (Shalaby et al., 1997; Wu et al., 2011; Nakano et al., 2013). Key markers involved in vascular and blood development, including the master transcription factor of hemato-endothelial development SCL (TAL1), as well as VE-cadherin (CD144, or CDH5), CD34, RUNX1 and GATA1, were significantly upregulated between days 2 and 5 in both populations of KDR^+^/CD34^+^ cells, but not under cardiac differentiation conditions (Fig. 3D).

**Fig. 3.**
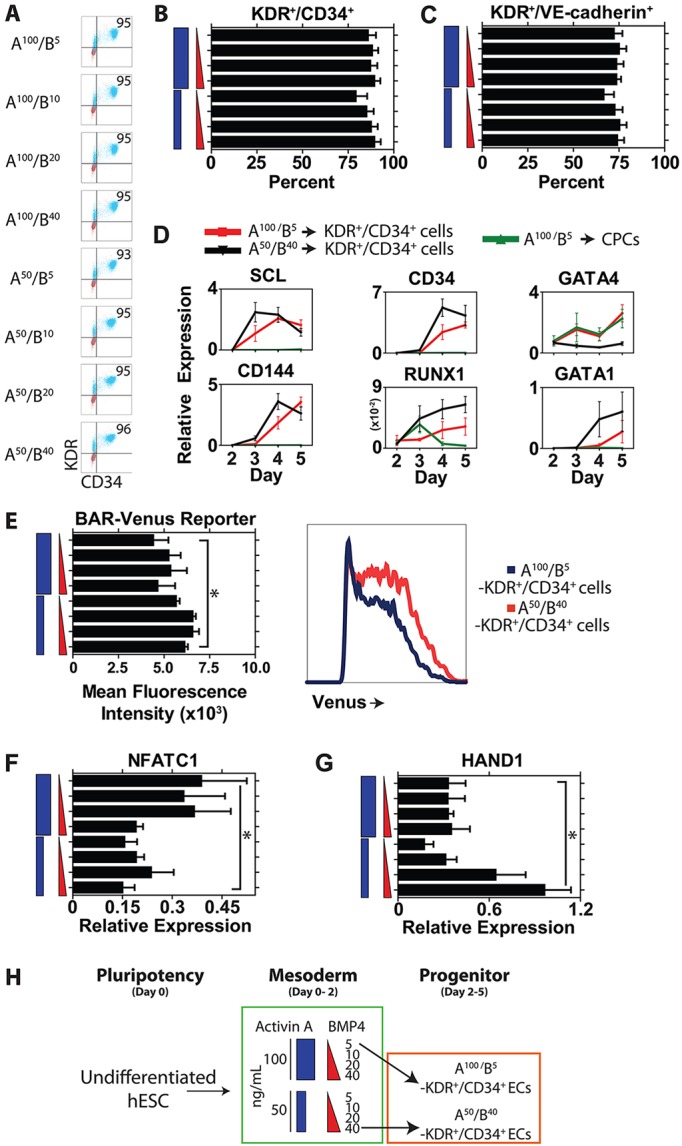
**KDR^+^/CD34^+^/VE-cadherin^+^ cells are generated efficiently across doses of activin A and BMP4.** (A-C) Flow cytometry plots (A) and mean data for the percentage of cells double positive for KDR and CD34 (B) or for KDR and VE-cadherin (C). (D) qRT-PCR analysis across the timecourse of days 2-5 of differentiation comparing A^100^/B^5^-derived CPCs with A^100^/B^5^-derived KDR^+^/CD34^+^ cells and A^50^/B^40^-derived KDR^+^/CD34^+^ cells. CD144 refers to VE-cadherin. (E) Wnt/β-catenin signaling activity as measured by the BAR-Venus reporter in day 5 KDR^+^/CD34^+^ cells under different doses of activin A and BMP4 (left), with representative raw flow cytometry plot of Venus activity in A^100^/B^5^ KDR^+^/CD34^+^ versus A^50^/B^40^ KDR^+^/CD34^+^ cells (right). (F,G) qRT-PCR analysis for markers of endothelium including *NFATC1* (F) and *HAND1* (G). (H) Schematic showing lineage differentiation for directing undifferentiated hESCs into A^100^/B^5^-derived KDR^+^/CD34^+^ cells and A^50^/B^40^-derived KDR^+^/CD34^+^ cells. *n*=3-8 replicates per sample for all assays. *P<0.05.

Analysis of BAR-Venus activity indicated that Wnt/β-catenin signaling was markedly elevated in day 5 KDR^+^/CD34^+^ cells compared with day 5 CPCs (supplementary material Fig. S3D). Furthermore, the posterior A^50^/B^40^ KDR^+^/CD34^+^ cells had significantly higher Wnt/β-catenin signaling activity than the anterior A^100^/B^5^ KDR^+^/CD34^+^ cells (Fig. 3E; supplementary material Fig. S3D). Analysis of Wnt regulatory molecules indicated that, although expression of the Wnt ligands WNT3A and WNT8A was reduced in KDR^+^/CD34^+^ cells, as seen in cardiac differentiation, the expression levels of Wnt/β-catenin signaling inhibitors such as TMEM88, WNT5A and DKK1 were reduced in KDR^+^/CD34^+^ cells compared with CPCs (supplementary material Fig. S3A-C). These data indicate that Wnt/β-catenin signaling dosage does not appear to influence endothelial differentiation, but we hypothesized that differences in Wnt/β-catenin signaling might be crucial for specifying endothelial subtypes.

In keeping with the hypothesis that Wnt/β-catenin signaling dosage may participate in the specification of different endothelial subtypes, we analyzed molecular markers of endocardial versus vascular endothelial fate. Recent fate-mapping data have suggested that NFATC1 and GATA4 are markers of anterior-derived endocardial endothelium and distinguish it from posterior-derived vascular hemogenic endothelium (Misfeldt et al., 2009; Peterkin et al., 2009). Consistent with this, *Nfatc1* knockout mice die mid-gestation due to endocardial valve malformation-induced heart failure (de la Pompa et al., 1998; Ranger et al., 1998; Misfeldt et al., 2009; Wu et al., 2011). We found the cardiogenic factor GATA4 expressed only in anterior-derived mesodermal derivatives (Fig. 3D) and NFATC1 was significantly elevated in anterior A^100^/B^5^ KDR^+^/CD34^+^ cells (Fig. 3F).

By contrast, lineage-tracing studies have identified a role for HAND1 in cardiomyocyte development and posterior mesoderm development but not in endocardial development (Morikawa and Cserjesi, 2004; Barnes et al., 2010; Maska et al., 2010). Reflecting this cell fate, we found that HAND1 is significantly upregulated in the posterior A^50^/B^40^ KDR^+^/CD34^+^ cells (Fig. 3G). We analyzed the expression of additional vascular development markers known to be involved in arterial specification, including SOX17, EFNB2 and CXCR4. However, we found no difference in the expression of these molecules based on induction method (supplementary material Fig. S4D).

Taken together, these data show that KDR^+^/CD34^+^ cells can be generated with equal efficiency across a range of activin A/BMP4 dosing regimens with molecular differences that suggest an endocardial versus vascular endothelial lineage fate (Fig. 3H).

### Anterior and posterior endothelial cells exhibit overlapping as well as lineage-specific endothelial function

On the basis of these findings, we carried out secondary assays to assess the functionality of day 5 A^100^/B^5^ and A^50^/B^40^ endothelial cells (ECs) (Fig. 4). CD34^+^ sorted or unsorted day 5 cells were plated on gelatin-coated plates in endothelial growth medium (EGM) containing VEGF, bFGF (FGF2) and the GSK3 inhibitor CHIR-99021 for 9 days. Under these conditions, A^100^/B^5^ and A^50^/B^40^ ECs both gave rise to greater than 95% pure CD31 (PECAM1)^+^ ECs by flow cytometry analysis (supplementary material Fig. S8A). Culturing day 5 cells after FACS for CD34^+^ cells did not improve CD31^+^ cell purity compared with unsorted cells (supplementary material Fig. S8A). Both populations of ECs showed expression of appropriate markers, including CD31 and the endothelial marker von Willebrand factor (VWF), and no significant difference in proliferation (supplementary material Fig. S8B,C).

**Fig. 4.**
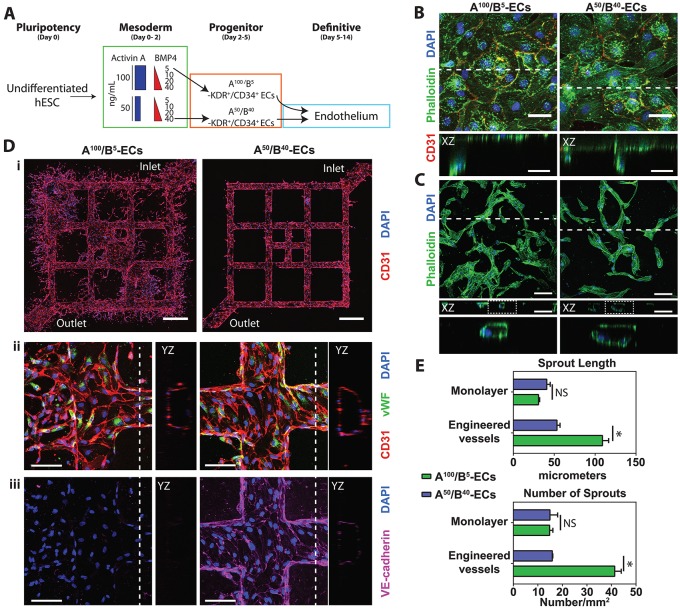
**KDR^+^/CD34^+^ cells can differentiate into functional endothelium.** (A) Experimental approach for directing undifferentiated hESCs into A^100^/B^5^ and A^50^/B^40^ ECs and then into differentiated and functional ECs. (B,C) Day 14 A^100^/B^5^ and A^50^/B^40^ ECs were plated onto collagen as a monolayer to assay sprouting angiogenic potential (B) or embedded into collagen to assay tube formation potential (C). Orthogonal views (at the dashed line) are shown beneath as a *z*-stack in the *xz* axis. (D) Day 14 A^100^/B^5^ and A^50^/B^40^ ECs were seeded into engineered microvessels (i) and exposed to flow for 4 days. Engineered microvessels were assayed for vessel structure and cellular expression of VWF and CD31 (ii) as well as VE-cadherin (iii) together with a nuclear counterstain. Orthogonal views are shown to the side as a *z*-stack of the *yz* axis. (E) Quantification of the number and length of sprouting vessels in monolayer and engineered vessels. *n*≥3 replicates per sample. *P<0.05; NS, not significant. Scale bars: 100 µm, except 500 µm in Di.

We carried out functional assays to determine whether differentiated ECs from both lineages showed evidence of sprouting angiogenesis or tube formation *in vitro.* Day 14 A^100^/B^5^ and A^50^/B^40^ ECs were plated as a monolayer on collagen (2 mg/ml) to assess gel invasion/sprouting or embedded within collagen to assess tube formation (Fig. 4B,C). Orthogonal views show that both populations of ECs have the capacity for sprouting angiogenesis based on invasion into the collagen matrix and tube formation based on *de novo* lumen formation (Fig. 4B,C).

To assess the ability of these cells to respond to fluid shear stress, we analyzed the function of day 14 A^100^/B^5^ and A^50^/B^40^ ECs when seeded into microfabricated engineered vessels as previously described (Zheng et al., 2012) (Fig. 4D). The cells were seeded into microfluidic channels to form a templated microvascular network with a perfusable lumen and cultured for 4 days under gravity-driven flow. Surprisingly, A^100^/B^5^ ECs showed robust sprouting activity with *de novo* angiogenic vessels. By contrast, A^50^/B^40^ ECs had minimal angiogenic potential under the same conditions (Fig. 4Di). Immunohistochemical analysis of these engineered vessels showed similar expression of CD31 and VWF in both populations (Fig. 4Dii). By contrast, under these conditions, expression of VE-cadherin was found exclusively within the non-sprouting A^50^/B^40^ ECs (Fig. 4Diii), consistent with the finding that shedding of VE-cadherin is associated with *in vivo* angiogenesis (Reiss and Saftig, 2009). However, we cannot exclude the possibility that this observation might also be due to instability of the endothelial phenotype, as previously reported (James et al., 2010), or a consequence of sustained culture and passaging. Quantification of sprouting angiogenic potential showed that in static culture conditions (monolayer invasion assay) there was no significant difference in the number and length of sprouts between the two populations of ECs (Fig. 4E). By contrast, in engineered vessels under flow conditions, A^100^/B^5^ ECs showed a significantly higher number and length of sprouts than A^50^/B^40^ ECs (Fig. 4E). These data show that, although there are a number of functional similarities between these endothelial populations, marked differences do exist between them when placed under conditions of flow.

### Anterior and posterior ECs have different hematopoietic potential

Since a subset of endothelium (termed ‘hemogenic endothelium’) is known to give rise to hematopoietic cells in the developing embryo *in vivo* and during PSC differentiation *in vitro* (Jaffredo et al., 1998; Nishikawa et al., 1998; Lancrin et al., 2009; Choi et al., 2012; Rafii et al., 2013; Slukvin, 2013), we analyzed the blood-forming potential of A^100^/B^5^ and A^50^/B^40^ ECs (Fig. 5). Previous studies have suggested that hemogenic endothelium is confined to the portion of ECs negative for the surface marker CD73 (NT5E) (Choi et al., 2012). We found that both A^100^/B^5^ and A^50^/B^40^ ECs include a population that is CD31^+^/CD73^−^, although in differing proportions, consistent with a possible hemogenic phenotype (Fig. 5B,C).

**Fig. 5.**
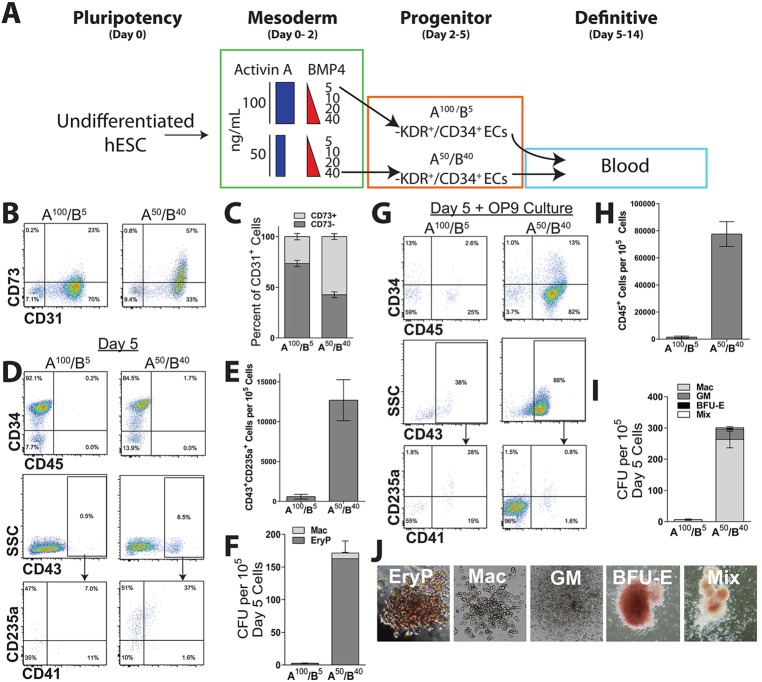
**Day 5 ECs have hematopoietic potential.** (A) The experimental approach for directing undifferentiated hESCs into A^100^/B^5^ and A^50^/B^40^ ECs followed by differentiation into blood cells. (B,C) Representative flow cytometry plots (B) and mean percentages (C) of CD73^+^ and CD73^−^ subsets of CD31^+^ A^100^/B^5^ and A^50^/B^40^ ECs (*n*=6 replicates). (D-F) Representative flow cytometry plots of hematopoietic phenotypes CD34/CD45, CD41/CD235a within the CD43 subset (D), mean numbers of cells of primitive phenotype (CD43^+^/CD235a^+^/CD41^+/−^) (*n*=6 replicates) (E), and colony-forming assays for primitive hematopoietic progenitors including primitive erythroid (EryP) and macrophage (Mac) (*n*=3 replicates) (F) generated from day 5 A^100^/B^5^ and A^50^/B^40^ ECs. (G-I) Representative flow cytometry plots of hematopoietic phenotypes CD34/CD45, CD41/CD235a within the CD43 subset (G), mean numbers of CD45^+^ hematopoietic cells generated (*n*=6 replicates) (H), and colony-forming assays for definitive erythroid/myeloid hematopoietic progenitors including macrophage (Mac), granulocyte/monocyte/macrophage (GM), large, burst-forming erythroid (BFU-E), and mixed erythroid/myeloid (Mix) colonies (*n*=3 replicates) (I) generated from 10^5^ A^100^/B^5^ ECs or A^50^/B^40^ ECs following 12-14 day secondary culture on OP9 cells. (J) Representative images for colony-forming assays. Images are magnified for EryP (100×) and Mac (50×) to show details of colony morphology.

We next examined the hematopoietic potential of A^100^/B^5^ and A^50^/B^40^ ECs over time. To determine if day 5 cells contained hematopoietic progenitors, we analyzed cells by flow cytometry for hematopoietic surface markers and by methylcellulose assays for colony-forming unit (CFU) progenitor potential. The day 5 A^50^/B^40^ EC population already contained a subset of cells expressing the earliest hematopoietic markers CD43 (SPN) and CD235a (GYPA) and, to a lesser extent, CD41 (ITGA2B) (Fig. 5D-F). This is consistent with a primitive hematopoietic phenotype (Vodyanik et al., 2006; Kennedy et al., 2012; Slukvin, 2013). By contrast, the A^100^/B^5^ ECs at day 5 lacked significant expression of CD43. As expected, neither population at this early time point exhibited significant CD45 (PTPRC), which is typically expressed later in hESC hematopoietic differentiation concomitant with broader myeloid potential (Vodyanik et al., 2006; Kennedy et al., 2012). Consistent with their primitive hematopoietic phenotype, the day 5 A^50^/B^40^ ECs generated progenitors that produced small, primitive erythroid-like (CFU-EryP) and macrophage (CFU-Mac) colonies in methylcellulose assays, whereas the A^100^/B^5^ ECs generated minimal CFU progenitors at this time point (Fig. 5F,I).

To further assay the capacity of A^100^/B^5^ and A^50^/B^40^ ECs for later erythromyeloid hematopoietic potential, day 5 cells from both populations were plated secondarily on OP9 stromal cells with hematopoietic cytokines. After 12-14 days of co-culture, cells were analyzed for hematopoietic phenotype and colony-forming progenitors. A^50^/B^40^ ECs generated a population of predominantly CD45^+^ hematopoietic cells following OP9 co-culture, a subset of which co-expressed CD34, with minimal populations expressing CD235a and/or CD41 (Fig. 5G-I). Consistent with this hematopoietic phenotype, A^50^/B^40^ ECs generated mostly myeloid CFUs consisting of both granulocyte/monocyte (GM) and macrophage (Mac) types, as well as larger erythroid burst-forming units (BFU-E) and mixed colonies containing both erythroid and myeloid elements (Mix) (Fig. 5I). By contrast, the A^100^/B^5^ ECs generated relatively limited numbers of CD45^+^ cells and few CFU progenitors (Fig. 5G-J). Interestingly, when assayed at an intermediate time point during OP9 co-culture (5 days), the A^100^/B^5^ ECs did generate a transient population of CD43^+^/CD235a^+^ cells and CFUs consisting of the primarily primitive erythroid type (supplementary material Fig. S9). Under these conditions, compared with A^100^/B^5^ ECs, A^50^/B^40^ ECs showed significantly higher levels of CD45^+^ cells, CFU-Mac and CFU-GM.

These findings suggest limited hematopoietic potential of the A^100^/B^5^ ECs, appearing later than that detected from A^50^/B^40^ ECs. This is consistent with a recent report suggesting transient hematopoietic activity of anterior mesoderm-derived endocardium during murine development (Nakano et al., 2013). Although this hematopoietic activity was detected even when the day 5 A^100^/B^5^ ECs were sorted for CD34 expression (data not shown), we cannot rule out the possibility of a hematopoietic contribution derived from a small number of less differentiated mesoderm cells among the day 5 A^100^/B^5^ ECs. Overall, however, our results suggest that hematopoietic activity is enriched within the A^50^/B^40^ relative to A^100^/B^5^ ECs, consistent with the primary origin of embryonic hematopoiesis from posterior mesoderm.

### Respecification of endothelium into cardiomyocytes by inhibition of Wnt/β-catenin signaling

Studies have suggested that cardiac and hemogenic-endothelial lineages are closely related in the genetic and signaling mechanisms that mediate their development (Lin et al., 1998; Ferdous et al., 2009; Gekas et al., 2009; Lian et al., 2012; Van Handel et al., 2012; Chan et al., 2013; Kim et al., 2013; Palpant et al., 2013). Work from our laboratory and others indicates that activation of the Wnt/β-catenin signaling pathway is sufficient to convert cardiomyocyte progenitors into hemogenic ECs (Schoenebeck et al., 2007; Van Handel et al., 2012; Palpant et al., 2013). Based on these findings, we tested the reciprocal hypothesis that blocking Wnt/β-catenin signaling is sufficient to convert endothelium derived from our two distinct subpopulations into the cardiac lineage. hESCs were induced to differentiate using either A^100^/B^5^ or A^50^/B^40^, followed by hemogenic endothelial differentiation conditions from days 2-5 (described above). From day 5-14 of differentiation, the medium was changed to RPMI with B27 supplement, in keeping with standard cardiac differentiation methods. In the absence of Wnt/β-catenin inhibition, A^100^/B^5^ ECs showed some intrinsic capacity to convert into cardiomyocytes (Fig. 6A), whereas no cardiogenic activity was present in the A^50^/B^40^ ECs. Gene expression analysis of day 5 A^100^/B^5^ ECs suggests that the cells are primed for cardiogenesis, based on the expression of cardiac-related genes such as *GATA4* (Fig. 3E) and *MYL7* (supplementary material Fig. S4D).

**Fig. 6.**
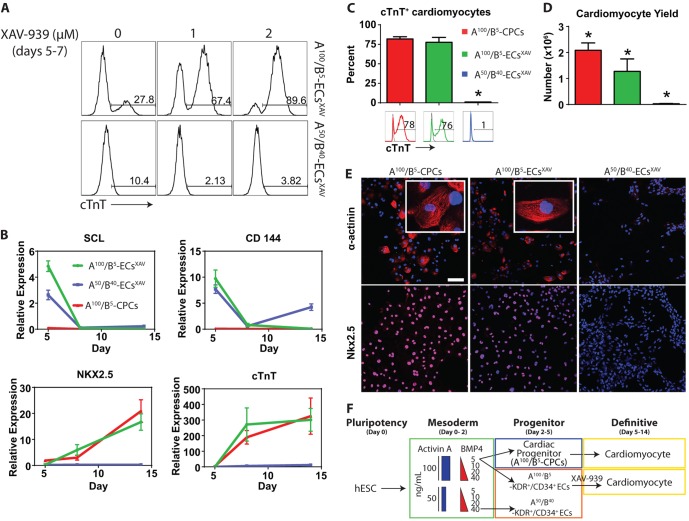
**Inhibiting Wnt/β-catenin signaling redirects A^100^/B^5^ ECs but not A^50^/B^40^ ECs into the cardiac fate with high efficiency.** (A) Flow cytometry analysis of cTnT^+^ cells from ECs treated with increasing doses of XAV-939 between days 5 and 7 of differentiation. (B) qRT-PCR analysis of *SCL*, VE-cadherin (*CD144*), *NKX2.5* and *cTnT* between differentiation days 5 and 14, comparing the lineage potential from day 5 cultures derived from A^100^/B^5^ CPCs, A^100^/B^5^ ECs^XAV^ and A^50^/B^40^ ECs^XAV^. (C) Percentage of cardiomyocytes assessed by flow cytometry for the myofilament protein cTnT among day 14 cells. (D) Cardiomyocyte yield generated from A^100^/B^5^ CPCs, A^100^/B^5^ ECs^XAV^ and A^50^/B^40^ ECs^XAV^. (E) Immunohistochemistry for α-actinin and NKX2.5 in day 14 cells generated from A^100^/B^5^ CPCs, A^100^/B^5^ ECs^XAV^ and A^50^/B^40^ ECs^XAV^. Scale bar: 100 µm. (F) Schematic illustrating that A^100^/B^5^ CPCs and A^100^/B^5^ ECs^XAV^ are lineage biased to the cardiac fate compared with A^50^/B^40^ ECs^XAV^. *n*=5-6 replicates per sample. *P<0.05 versus all other groups.

To suppress Wnt/β-catenin signaling, we tested a wide range of conditions in which cells were exposed to varying doses of the small molecule tankyrase inhibitor XAV-939 (XAV) during differentiation. Strikingly, inhibition of Wnt/β-catenin signaling with 2 µM XAV between days 5 and 7 of differentiation yielded 90% beating cardiomyocytes from anterior A^100^/B^5^ ECs (Fig. 6A; supplementary material Fig. S10A). In marked contrast, inhibiting Wnt/β-catenin signaling in posterior A^50^/B^40^ ECs did not induce cardiomyocyte development (Fig. 6A; supplementary material Fig. S10B).

qPCR analysis showed that both endothelial populations, but not A^100^/B^5^ CPCs, have high-level expression of lineage markers including *SCL* and VE-cadherin on day 5 of differentiation (Fig. 6B). By day 8 (3 days post Wnt/β-catenin inhibition) these makers were significantly downregulated in ECs. By contrast, A^100^/B^5^ CPCs never expressed endothelial markers but showed appropriate activation of cardiomyocyte development on the basis of *NKX2.5* and *cTnT* expression (Fig. 6B). Among the endothelial populations, only the anterior A^100^/B^5^ ECs showed an upregulation of cardiac lineage markers after treatment with XAV, comparable to A^100^/B^5^ CPCs (Fig. 6B). Flow cytometry for cTnT^+^ cells at the day 14 time point showed that no cardiomyocytes were produced from A^50^/B^40^ ECs treated with XAV (Fig. 6C). By contrast, significant cardiomyocyte production was generated via A^100^/B^5^ CPCs and XAV-treated A^100^/B^5^ ECs, with no difference in purity between these approaches (cTnT^+^ cells generated by: A^100^/B^5^ CPCs, 81±1%; A^100^/B^5^ ECs^XAV^, 72±2%; A^50^/B^40^ ECs^XAV^, 1±0%; Fig. 6C). There was also no difference in the onset of beating during differentiation or in the intrinsic beating rate (supplementary material Movie 1 and Fig. S11A,B). Cardiomyocytes generated from XAV-treated A^100^/B^5^ ECs showed slightly lower cardiomyocyte cell yield than A^100^/B^5^ CPCs (Fig. 6D).

Immunohistochemistry showed clear myofibrillar striations in both cardiomyocyte populations on the basis of α-actinin expression as well as nuclear-localized NKX2.5 (Fig. 6E). By contrast, these cardiac markers were not detected in the XAV-treated posterior A^50^/B^40^ ECs (Fig. 6E). These findings indicate that there is a cardiogenic lineage bias among ECs and CPCs derived from A^100^/B^5^ conditions (Fig. 6F).

We performed genome-wide transcriptional analysis by RNA-seq to determine similarities and differences between cardiomyocytes generated from A^100^/B^5^ CPCs and cardiomyocytes derived from XAV-treated A^100^/B^5^ ECs (Fig. 7A). These data show significant differences between the populations in the areas of extracellular matrix proteins, cell cycle regulation, and membrane signaling/glycoprotein components (Fig. 7B). 

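Poly-A RNA from unsorted day 14 cultures was sequenced from 4 libraries, with 2 biological replicates of cardiomyocytes from A100/B5 CPCs and 2 of cardiomyocytes from XAV-treated A100/B5 ECs (ECsXAV). Both groups came from RUES2 cells, a human embryonic stem cell line, induced with 100 ng/ml activin A and 5 ng/ml BMP4. XAV, an inhibitor of Wnt/β-catenin signaling, was given at 2 µM from day 5 to the ECs and, as the supplement draws it, at 1 µM on day 3 to the CPCs. The authors deposited FPKM values that they had computed with Cufflinks. Read counts were not used here, so the total depth of each library is unknown. The FPKM of genes read only a few times come in whole-read steps, and the ratio of these steps between libraries gave the relative depth. Relative to ECsXAV replicate 1, the depth was 50.1% in ECsXAV replicate 2, 86.9% in CPC replicate 1 and 79.8% in CPC replicate 2. At least 1 FPKM was reached by 12208 and 12236 genes in the ECsXAV replicates and by 12240 and 12070 genes in the CPC replicates. For symbols with several loci, the row with the highest mean FPKM was used, which holds the highest locus of each library. These loci can differ between libraries, which concerns 123 of the tested symbols. Fold changes were computed on log2(FPKM + 1) as CPC minus ECsXAV, so a positive value is higher in CPC cardiomyocytes, and the added 1 understates the change of genes with low FPKM. The 12398 genes with a mean FPKM of at least 1 were tested with limma, and the criterion of the paper, an adjusted p under 0.05 and a fold change over 2, was applied with Benjamini-Hochberg adjustment. With 2 libraries against 2, an exact permutation test of a single gene cannot give a two-sided p below 0.333, so each p rests on the variance that limma shares across genes. Across genes, Pearson's r of the log2 values was 0.930 between the ECsXAV replicates, 0.931 between the CPC replicates and 0.904 to 0.911 between libraries of different groups. Without short RNA genes (microRNA and small nucleolar RNA) and genes listed at 0 beside at least 5 FPKM, a choice made after the data were seen, 12071 genes gave 0.992, 0.983 and 0.961 to 0.969. Libraries with the same replicate number deviated together, with a rank correlation across genes of 0.356 between the replicate 1 minus replicate 2 differences of the groups (Pearson's r 0.035), and of 0.378 (Pearson's r 0.302) over these 12071 genes, although genes are not independent replicates. Each comparison was also made with the replicate number as a block. Sample names carry a different prefix in each group, so a difference between experiments cannot be told apart from the difference between the groups.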

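Of the genes of Fig. 7B, CDKN1A, on chromosome 6 from 36644237 to 36655114 (GRCh37, the hg19 build), had 135 and 174 FPKM in the ECsXAV replicates and 30.2 and 44.7 FPKM in the CPC replicates, a log2 fold change of -2.03 (standard error 0.23, adjusted p = 0.0297 from limma). LAMB1, on chromosome 7 from 107564244 to 107643658, had the largest change of the matrix genes of the panel at -1.86 (standard error 0.11, adjusted p = 0.00705 from limma). COL1A1, COL3A1, COL4A1 and LAMA2 had log2 fold changes of -1.26, -1.73, -1.21 and -1.32. WNT2, on chromosome 7 from 116915505 to 116963206, rose from 4.45 and 5.30 FPKM in the ECsXAV replicates to 40.6 and 27.8 FPKM in the CPC replicates, a log2 fold change of 2.56 (standard error 0.21, adjusted p = 0.0152 from limma). BMP2 had a log2 fold change of 2.45, and ADRA1B, at 0.991 to 3.64 FPKM in the 4 libraries, had one of 1.12. With the replicate number as a block, COL1A1, COL3A1, LAMA2 and ADRA1B, which passed the criterion without it, did not pass, with adjusted p of 0.0541, 0.0802, 0.0602 and 0.060 from limma. These 4 genes did pass with the block when short RNA genes were left out as well, a setting chosen after seeing the values.

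Beside the genes of the panel, 4 lists of genes were written beforehand, with the paper's tables of genes called on these libraries at hand. Of the tested genes, 23 matrix and 34 proliferation genes are in those tables, so the p-values of the lists are not independent of the paper's calls. Each list was tested against all other tested genes with limma's camera at an inter-gene correlation of 0.01. The 89 tested matrix genes had a median log2 fold change of -0.22 (adjusted p = 6.4e-04 over the lists from limma's camera, unadjusted 3.2e-04). Of them, 15 passed the criterion in either direction, 16.9% against 2.04% of the other tested genes (Fisher's exact test, two-sided p = 5.8e-10). Among these 15, 14 were higher in ECsXAV cardiomyocytes, a split that was not tested. Of the 56 proliferation genes, 52 were higher in ECsXAV cardiomyocytes, with a median of -0.86 (adjusted p = 1.2e-21 from limma's camera, unadjusted 3.0e-22), and all 16 that passed were higher there. The 15 cell cycle inhibitor genes had a median of -0.18 (adjusted p = 0.025 from limma's camera, unadjusted 0.025), and CDKN1A was the 1 gene that passed. The 99 ligand and receptor genes had a median of 0.13 (adjusted p = 0.00587 from limma's camera, unadjusted 0.0044). Of them, 7 passed in either direction, 7.1% against 2.11% of the other tested genes (Fisher's exact test, two-sided p = 0.00538). Among these 7, 5 were higher in CPC cardiomyocytes, a split that was not tested. With the replicate number as a block, the camera p were 0.00144, 4.8e-19, 0.0446 and 0.00404 for the matrix, proliferation, inhibitor and ligand and receptor lists. Genes past the criterion under the block were 9, 5, 1 and 5 in the same order. Without the filter on low FPKM, 1, 0, 0 and 1 passed. Leaving out short RNA genes, chosen after seeing the values, gave 19, 20, 1 and 9, with the block and without it. With the inter-gene correlation estimated from the data on 2 residual degrees of freedom in place of 0.01, none of the 4 lists had a camera p under 0.05, the values being 0.208, 0.128, 0.139 and 0.148. Leaving out the genes of Supplemental Tables 1 and 2, the matrix list had a median of -0.057 over 66 genes (camera p of 0.51) and the proliferation list one of -0.26 over 22 genes (camera p of 0.001). This comparison was added after the data were seen, and it takes out genes called as changed on these same libraries, so a p without them is no evidence that a list is unchanged. Adjusted over each list alone, 19 matrix, 20 proliferation, 1 inhibitor and 9 ligand and receptor genes passed. The cultures were unsorted, so the lists cannot tell whether the cardiomyocytes themselves or other cells in the cultures differed. For the genes of Fig. 7B, the paper states that the populations differ in matrix proteins, cell cycle regulation and membrane signaling.

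**Figure D1:**
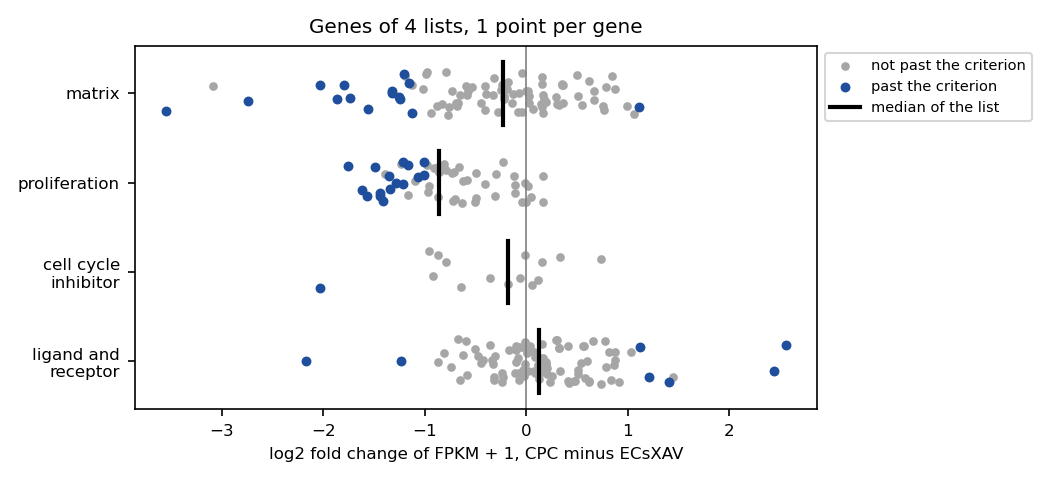
Log2 fold change of FPKM + 1, CPC minus ECsXAV cardiomyocytes, of each tested gene of the 4 lists, 1 point per gene, with genes past the criterion in blue and the median of each list as a black bar. The medians sit at -0.22 for matrix, -0.86 for proliferation, -0.18 for cell cycle inhibitor and 0.13 for ligand and receptor genes.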

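Of the 22 cardiac genes of Fig. 7C, 21 had a mean FPKM of at least 1 and were tested, and none passed the criterion over all genes, while 8 had an unadjusted p under 0.05 from limma. Adjusted over the 21 genes alone, 1 passed. The log2 fold changes ran from -1.06 to 0.68, with 16 lower and 5 higher in CPC cardiomyocytes. A 95% confidence interval within 2-fold in either direction was found for 15 of the 21 genes. The data therefore leave room for a change of over 2-fold in HAND2 (interval from -1.48 to -0.05), ISL1 (0.03 to 1.33), PLN (-1.25 to -0.48), CACNA1C (-1.07 to -0.31), TNNI3 (-1.62 to -0.50) and TTN (-1.09 to 0.40). Among the transcription factors, GATA4 had 99.4 and 105 FPKM in the ECsXAV replicates and 80.2 and 108 FPKM in the CPC replicates, a log2 fold change of -0.13 (standard error 0.17, adjusted p = 0.757 from limma). NKX2-5, which the paper writes NKX2.5, had 118 and 140 FPKM against 128 and 182 FPKM, a log2 fold change of 0.24. MEF2C had one of 0.57 and HAND2 one of -0.76. Of the calcium-handling genes, ATP2A2, on chromosome 12 from 110718561 to 110788898 (GRCh37), had 308 and 298 FPKM in the ECsXAV replicates and 219 and 233 FPKM in the CPC replicates, a log2 fold change of -0.42 (standard error 0.12, adjusted p = 0.164 from limma), and CACNA1C had one of -0.69. Of the myofilament genes, TNNT2 (cTnT) had 2453 and 2309 FPKM against 2696 and 2988 FPKM, and TNNI1 had 278 and 322 FPKM against 308 and 332 FPKM, changes of 0.25 and 0.10. TNNI3 had the largest change at -1.06 (standard error 0.22, adjusted p = 0.0856 from limma). With the replicate number as a block its adjusted p was 0.0388, and it was then the 1 gene of the panel past the criterion. KCNJ2, at 0.0785 to 0.131 FPKM in the 4 libraries, was below the filter.

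**Figure D2:**
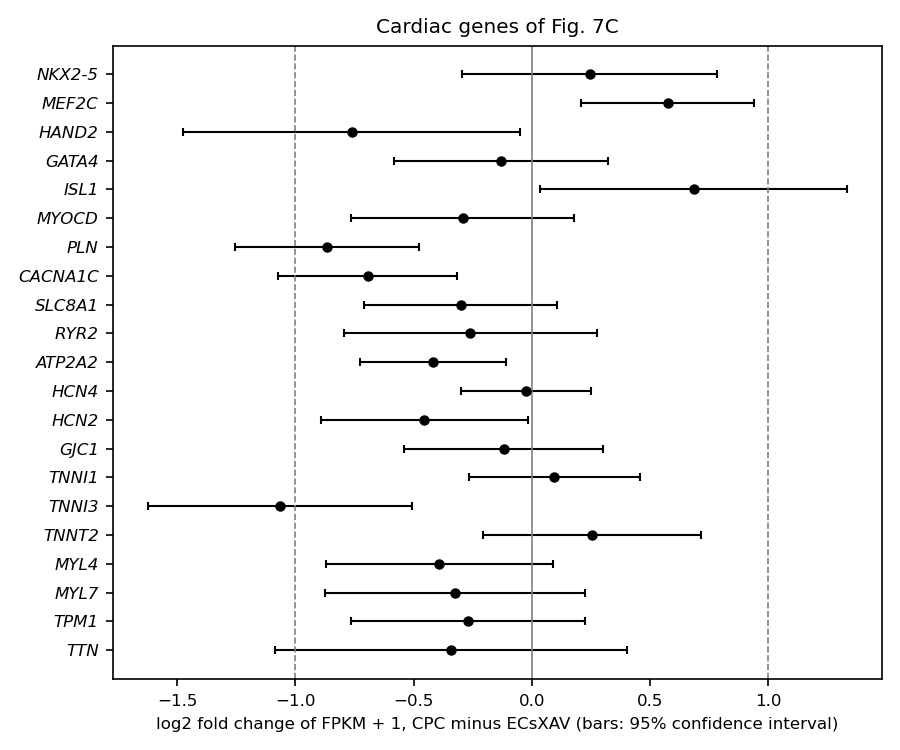
Log2 fold change of FPKM + 1, CPC minus ECsXAV cardiomyocytes, of the 21 tested genes of Fig. 7C, with points for the estimates from 2 libraries per group and bars for the 95% confidence intervals. Dashed lines mark a change of 2-fold, and 15 of the 21 intervals lie between them.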

Despite their origin from ECs, the XAV-treated A^100^/B^5^ ECs showed striking similarity in their cardiac gene expression profiles, including those encoding calcium-handling proteins (e.g. CACNA1C, ATP2A2), myofilament proteins (e.g. TNNI1, cTnT) and transcription factors (e.g. HAND2, GATA4, MEF2C, NKX2.5) (Fig. 7C,E; supplementary material Tables S1 and S2). 

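All 13 tested genes of Fig. 7D changed in the direction that the panel gives, 8 of them by over 2-fold. Of these, 6 passed the criterion over all genes (MYH6, HOPX, GJA1, MYH7, MYL2 and MYBPC3), and 5 with the replicate number as a block, under which MYH6 had an adjusted p of 0.0582 from limma. With short RNA genes left out, chosen after seeing the values, 8 passed without the block and 8 with it. HAND1 and CASQ2 changed by over 2-fold with adjusted p of 0.0577 and 0.0542 from limma. Adjusted over the 13 genes alone, 8 passed. MYH6 (α-MHC) and MYH7 (β-MHC) lie 4467 bases apart on chromosome 14 of GRCh37, from 23851191 to 23877482 and from 23881949 to 23904869. They are paralogs, and the text does not name how reads that match both were divided in the FPKM. MYH6 rose from 855 and 857 FPKM in the ECsXAV replicates to 2070 and 1901 FPKM in the CPC replicates, a log2 fold change of 1.21 (standard error 0.15, adjusted p = 0.0358 from limma). The share of MYH7 in the summed FPKM of MYH6 and MYH7 was 53.1% ± 1.52 (SD, n = 2) in ECsXAV cardiomyocytes and 7.94% ± 1.87 (SD, n = 2) in CPC cardiomyocytes. The share of TNNI3 in the summed FPKM of TNNI1 and TNNI3 was 18.8% ± 1.22 (SD, n = 2) against 9.33% ± 1.55 (SD, n = 2), and that of MYL2 in the summed FPKM of MYL2 and MYL7 was 0.57% ± 0.06 (SD, n = 2) against 0.12% ± 0.02 (SD, n = 2). Each of these differences exceeded the spread between the replicates.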

Some cardiac genes were significantly different in expression between these populations and suggested a more mature ventricular phenotype in XAV-treated A^100^/B^5^ ECs compared with A^100^/B^5^ CPCs. These include genes encoding proteins such as MYL2 and MYH7, gap junction, ion channel and calcium-handling proteins (GJA1, GJA5, KCNN4, CASQ2), the cardiac maturation factor HOPX, as well as the first heart field transcription factor TBX5 (Fig. 7D,F). 

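MYL2, on chromosome 12 from 111348623 to 111359247 (GRCh37), had 53.9 and 45.1 FPKM in the ECsXAV replicates and 7.04 and 9.92 FPKM in the CPC replicates, a log2 fold change of -2.42 (standard error 0.19, adjusted p = 0.0139 from limma). MYH7 had 1011 and 931 FPKM against 147 and 194 FPKM, a log2 fold change of -2.52 (standard error 0.18, adjusted p = 0.0115 from limma). HOPX, on chromosome 4 from 57514155 to 57548043, had 13.1 and 12.5 FPKM against 0.992 and 0.90 FPKM, a log2 fold change of -2.83 (standard error 0.12, adjusted p = 0.00291 from limma). The gap junction gene GJA1, on chromosome 6 from 121756741 to 121770873, had 16.2 and 19.7 FPKM against 2.63 and 3.60 FPKM, a log2 fold change of -2.21 (adjusted p = 0.0139 from limma). With the block, MYL2, MYH7, HOPX and GJA1 had adjusted p of 0.0388, 0.0339, 0.0182 and 0.0214 from limma. The other genes did not pass the criterion over all tested genes. GJA5 had 2.89 and 1.98 FPKM against 1.01 and 0.537 FPKM, a log2 fold change of -0.95 (adjusted p = 0.115 from limma). CASQ2, on chromosome 1 from 116242642 to 116311505, had 3.38 and 2.09 FPKM against 0.437 and 0.476 FPKM, a log2 fold change of -1.34. With a pseudocount of 0.1 it was -2.31 and CASQ2 passed with an adjusted p of 0.0466 from limma. TBX5, on chromosome 12 from 114791716 to 114846247, had 16.7 and 19.0 FPKM against 12.8 and 15.4 FPKM, a log2 fold change of -0.32 (standard error 0.14, adjusted p = 0.315 from limma). KCNN4, on chromosome 19 from 44270685 to 44285128, had 0.0443 and 0.0442 FPKM in the ECsXAV replicates and was listed at 0 and 0.0278 FPKM in the CPC replicates. These values stand in the ratio of 2, 1, 0 and 1 reads, the smallest whole numbers that give them, so no fold change is given, and a difference in KCNN4 was not detectable at this depth. From MYL2, MYH7, the gap junction, ion channel and calcium-handling genes, HOPX and TBX5, the paper proposes that the ECsXAV cardiomyocytes have a more mature ventricular phenotype.

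**Figure D3:**
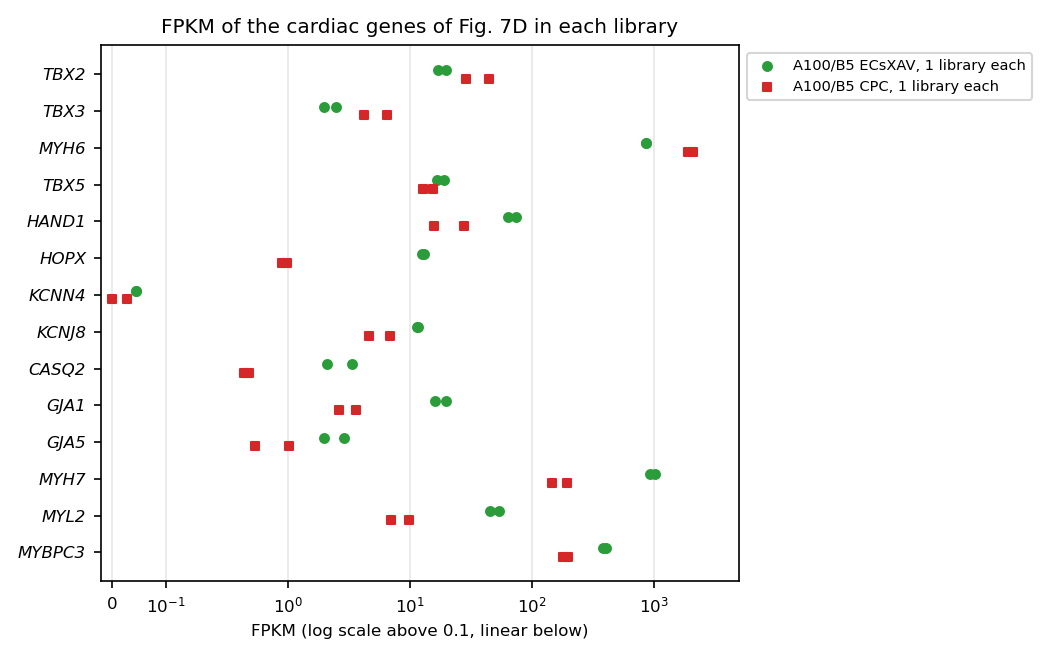
FPKM of the 14 genes of Fig. 7D in each library, with green circles for the 2 ECsXAV libraries and red squares for the 2 CPC libraries, on an axis that is logarithmic above 0.1 FPKM and linear below. For HOPX, GJA1, MYH7 and MYL2 both ECsXAV libraries lie above both CPC libraries, while KCNN4 stays below 0.1 FPKM in all 4.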

RNA-seq analysis of XAV-treated A^50^/B^40^ ECs indicated that, although endothelial markers were downregulated after Wnt/β-catenin inhibition (Fig. 6B), this population continued to show evidence of its endothelial-like state as indicated by the enrichment of endothelial gene ontology categories (supplementary material Fig. S5). Our data cannot distinguish epigenetic memory from a mixed population at this point.

**Fig. 7.**
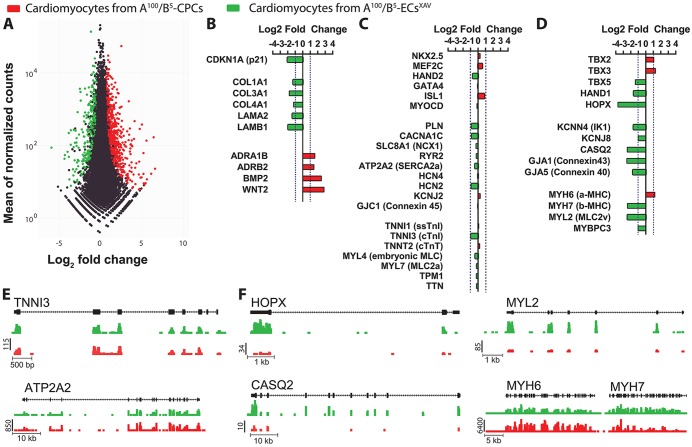
**RNA-seq analysis of cardiomyocytes generated from A^100^/B^5^ CPCs and A^100^/B^5^ ECs^XAV^.** (A) Transcripts differentially expressed with FDR<0.05 are highlighted in color: red, higher in cardiomyocytes derived from A^100^/B^5^ CPCs; green, higher in cardiomyocytes derived from A^100^/B^5^ ECs^XAV^. The subset of genes with FDR<0.05 and fold-change >2 are considered significantly different. (B-D) Hand-collated list of genes associated with cell cycle, matrix, and signaling with a greater than 2-fold difference (B), cardiac-associated genes that were not different between groups (C), and cardiac genes with a greater than 2-fold difference (D) comparing A^100^/B^5^ CPCs (red) and A^100^/B^5^ ECs^XAV^ (green). (E,F) Raw data for genes involved in cardiac development that are not different (E) or are significantly different (F) between cardiomyocytes generated from A^100^/B^5^ CPCs (red) and A^100^/B^5^ ECs^XAV^ (green). FPKM values are given.

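By this criterion, applied to the FPKM with limma, 266 of the 12398 genes tested differed between the groups. Of these, 178 were higher in ECsXAV cardiomyocytes and 88 were higher in CPC cardiomyocytes. An adjusted p under 0.05 at any fold change was reached by 358 genes. Leaving out the filter on low FPKM moved the number past the criterion most, to 20 genes among 18772 tested. With the replicate number as a block, 176 genes passed the criterion, 117 higher in ECsXAV cardiomyocytes and 59 higher in CPC cardiomyocytes, and 158 of them were among the 266. Among all genes past the criterion, 21 were microRNA or small nucleolar RNA genes, and the FPKM of 20 of these, at the relative depth of the libraries, stood in ratios of whole read numbers of 5 or fewer. They supplied the 5 largest fold changes in each direction, led by SNORD54 with a log2 fold change of 7.67 and MIR4292 with one of -6.83. At their relative depth, the FPKM of MIR4292 in the ECsXAV replicates stood for reads in the ratio of 2 reads to 1 read, the smallest whole numbers that give it, and both CPC replicates are listed at 0. Chosen after these values were seen, the largest changes of log2(FPKM + 1) among the other genes were -3.96 for NPPB (standard error 0.12, adjusted p = 9.2e-04 from limma) and 2.82 for STAC3 (standard error 0.17, adjusted p = 0.00807 from limma). NPPB had 108 and 122 FPKM in the ECsXAV replicates and 6.07 and 6.84 FPKM in the CPC replicates. STAC3 had 1.91 and 2.19 FPKM in the ECsXAV replicates and 23.6 and 17.7 FPKM in the CPC replicates. This order depends on the added 1, since AFP went from 11.4 and 9.70 FPKM in the ECsXAV replicates to 0.199 and 0.124 FPKM in the CPC replicates, and UNCX from 0.0972 and 0.129 FPKM to 6.27 and 4.71 FPKM, larger ratios of FPKM than those of NPPB and STAC3.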

We carried out several experiments in order to understand the nature of this cell fate conversion in greater detail. First, we tested whether cell fate conversion could occur if Wnt/β-catenin inhibition was introduced at earlier time points in differentiation, which would suggest that uncommitted mesoderm cells are giving rise to the cardiomyocytes. These results show that Wnt/β-catenin inhibition at day 3 of differentiation (the time point when XAV is added in cardiac differentiation) does not result in efficient fate conversion, arguing against residual uncommitted mesoderm cells (supplementary material Fig. S10A). Not until day 5, when the cells are fully committed hemogenic endothelium (>90% KDR^+^/CD34^+^), do we observe a robust capacity for conversion to the cardiac fate. The capacity for cell fate conversion diminishes as the cells mature toward the endothelial fate (supplementary material Fig. S10C).

Second, we were able to convert ECs to cardiomyocytes using various media, including endothelial growth medium (EGM), Stempro34 with cardiac supplement, as well as RPMI with B27 supplement (supplementary material Fig. S12). This indicates that the capacity for cell fate conversion from ECs is primarily determined by Wnt/β-catenin inhibition and not other cardiogenic factors in the media. Furthermore, we show that increasing doses of XAV do not markedly alter the number of live cells during the cell fate conversion, indicating that the cardiomyocytes generated are not the consequence of selection of a cardiogenic subset caused by the death of non-cardiogenic cells (supplementary material Fig. S11D).

Lastly, we tested by FACS whether cardiac fate conversion from endothelium was attributable solely to the CD34^+^ population, and found that cardiomyocytes were generated exclusively from the CD34^+^ population and not from the CD34^−^ population (supplementary material Fig. S11C).

## DISCUSSION

PSCs provide a promising source of human cells for therapeutic applications. Although cellular plasticity is one of the most exciting features of these cells, directing their specific fate efficiently presents a major challenge. In the current study, we show that titrating activin A and BMP4 dosage results in modulation of Wnt/β-catenin signaling activity at the onset of fate specification. This induction approach has dramatic implications for generating different populations that reflect the embryological patterning of anterior and posterior mesodermal lineages. The lineage bifurcations that occur as a consequence of the different induction signals enable the specification of progenitor populations that are capable of giving rise to high-purity definitive mesodermal derivatives such as cardiomyocytes and ECs (supplementary material Fig. S1)*.* We found variability in the efficiency of differentiation using these protocols between various hPSC lines, indicating the need for line-by-line optimization. Our approach utilizing changes in activin A and BMP4 concentration shows that these morphogens act both in a coordinated fashion and independently to orchestrate the complex aspects of lineage fate choice in mesoderm development.

Analogous to embryological events, we show that cardiac differentiation occurs most efficiently under conditions that specify an anterior-like cardiogenic mesoderm. We also show that KDR^+^/CD34^+^/VE-cadherin^+^ ECs are generated with equal potency across all conditions of activin A/BMP4 dosing. This is consistent with the observation that endothelial lineages are derived from a range of embryological origins (Wu et al., 2011; Nakano et al., 2013). Studies have shown that endocardial endothelium is derived from the anterior mesoderm in coordination with the heart-forming fields, whereas vascular endothelium involved in formation of the dorsal aorta, aorta-gonad-mesonephros (AGM) and yolk sac vasculature is generated from the posterior mesoderm (Walmsley et al., 2002; Schoenebeck et al., 2007; Misfeldt et al., 2009).

Although KDR and CD34 expression does not distinguish between these populations, we show mRNA differences in *NFATC1* and *HAND1* expression that do suggest a polarizing effect of activin A/BMP4 titration on endothelial subtypes. Our findings indicate that establishing a polarization of mesoderm at the onset of differentiation is required to specify sublineages of endothelial fate that have unique phenotype and function. Anterior ECs showed significantly higher angiogenic behavior under flow, with diminished VE-cadherin junctions at cell-cell contacts, whereas posterior ECs strongly expressed VE-cadherin with minimal sprouting under flow. EC responses to flow have been shown to occur, in part, through a junctional mechanosensory complex consisting of VE-cadherin, CD31 and KDR (Abraham et al., 2009). Although both EC populations expressed VE-cadherin, our data indicate that robust angiogenesis in anterior ECs under flow conditions is correlated with downregulation of VE-cadherin.

In addition to the molecular similarities and differences between these EC subtypes, we show unique functional characteristics of these populations in terms of their hemogenic capacity, consistent with embryonic mesodermal patterning. Compared with anterior-derived ECs, posterior-derived ECs were highly enriched in both early hematopoietic activity, as judged by surface markers, and CFU progenitors as assayed at day 5, as well as later, broader erythromyeloid activity assayed following extended OP9 co-culture with hematopoietic cytokines. These findings are consistent with the embryonic origin of most hematopoietic precursors from posterior mesoderm. Interestingly, we also observed limited, transient hematopoietic potential from anterior-derived ECs. Although we cannot rule out contamination from a small population of undifferentiated cells giving rise to these hematopoietic progeny under hematopoiesis-inducing conditions during OP9 co-culture, this finding could also be consistent with a recent study showing transient hematopoietic potential from cells of endocardial (anterior mesoderm) origin (Nakano et al., 2013). Furthermore, the primarily primitive hematopoietic phenotype observed from anterior-like cells is consistent with relatively higher activin/nodal and lower Wnt/β-catenin signaling during the mesodermal patterning of these cells, as recently shown to be favorable for primitive hematopoiesis (Kennedy et al., 2012; Sturgeon et al., 2014).

Our laboratory and others have shown that a failure to express key molecules involved in fate decision in the developing endothelium (e.g. TMEM88, SCL or Cloche) leads to the interconversion of cells between the cardiac and endothelial fates at least in part through regulation of Wnt/β-catenin signaling (Schoenebeck et al., 2007; Van Handel et al., 2012; Palpant et al., 2013). This study shows that generating ECs from prepatterned mesoderm results in a marked cardiogenic lineage bias only in anterior-derived ECs. In particular, we show that transient antagonism of Wnt/β-catenin signaling facilitates the conversion of endothelium derived from anterior mesoderm into cardiomyocytes. By contrast, endothelium derived from posterior mesoderm showed no capacity for cardiogenic lineage conversion after Wnt/β-catenin inhibition. More definitive assays in the future should include *in vitro* lineage-tracing studies to confirm these observations.

The capacity to direct the differentiation of high-purity progenitor and definitive cell types from hPSCs is a critical step toward understanding developmental mechanisms, disease etiology and generating therapeutically relevant cell preparations. This study shows that activin A and BMP4 are sufficient to direct the polarization of mesoderm *in vitro*, which has marked consequences for efficient cell fate specification into cardiac, endothelial and hematopoietic lineages.

## MATERIALS AND METHODS

### Cell culture

Human ESCs and iPSCs were cultured on Matrigel (BD Biosciences) coated plates and maintained in an undifferentiated state with either mouse embryonic fibroblast (MEF)-conditioned media containing 5 ng/ml bFGF (Peprotech, 100-18B) (for RUES2 hESCs, IMR90 hiPSCs, VN1 hiPSCs) or defined media including X-Vivo (Lonza) (for ELF1 hESCs), or mTESR (Stem Cell Technologies) (for RUES2 hESCs, WTC11 hiPSCs). A subset of experiments was performed using RUES2 hESCs modified by lentivirus to express the β-catenin-activated reporter BAR-Venus, as we described previously (Palpant et al., 2013).

### hESC directed differentiation

Standard cardiomyocyte directed differentiation using a monolayer platform was performed with a modified protocol based on previous reports (Laflamme et al., 2007; Paige et al., 2010; Lian et al., 2012). Endothelial differentiation involved initiation of differentiation with activin A and BMP4. On day 2, the medium was changed to a composition adapted from work reported previously (Kennedy et al., 2007): Stempro34 (Invitrogen, 10640019) containing 200 ng/ml VEGF (Peprotech, 100-20), 5 ng/ml bFGF (Peprotech, 100-18B), 10 ng/ml BMP4 (R&D Systems, 314-BP-050), 0.4 mM monothioglycerol, 50 µg/ml ascorbic acid, 2 mM L-glutamine (Invitrogen, 25030-081) and Pen-Strep (Invitrogen, 15140-163). Medium was not changed until day 5. For additional information, see the supplementary Materials and Methods and Fig. S6.

### Colony-forming assays and hematopoietic differentiation on OP9 cells

OP9 feeder cells were seeded in 24-well plates the day prior to co-culture. Day 5 unsorted or CD34^+^ sorted hESC-derived ECs were seeded onto OP9 cells at 1×10^5^ cells per well in alpha-MEM (Invitrogen) with 10% FBS (Hyclone), Pen-Strep (Invitrogen) and recombinant cytokines. Colonies were scored by morphology after 12-14 days as small, primitive erythroid (CFU-EryP), macrophage (CFU-Mac), granulocyte/monocyte/macrophage (CFU-GM), large, burst-forming erythroid (BFU-E), or mixed colonies containing both erythroid and myeloid elements (CFU-Mix). For details, see the supplementary Materials and Methods.

### Endothelial cell differentiation and analysis

Unsorted or CD34^+^ sorted anterior- or posterior-derived ECs were plated in gelatin-coated tissue culture flasks with EGM media (Lonza, CC-3124) containing 20 ng/ml VEGF (Peprotech, 100-20), 20 ng/ml bFGF (Peprotech, 100-18B) and 1 µM CHIR-99021 (Cayman Chemical, 13122). Cells were maintained until day 14, at which point cells were isolated, analyzed by flow cytometry for CD31 expression, and then assessed in assays for tube formation, angiogenesis, and fluid shear stress in microfluidic channels as described in the supplementary Materials and Methods.

### Immunofluorescence

Cells were fixed, stained with primary antibodies then Alexa Fluor-conjugated secondary antibodies (Invitrogen), and counterstained with DAPI or Hoechst 33342 as described in the supplementary Materials and Methods.

### Quantitative (q) RT-PCR

Total RNA was isolated (from unsorted cell populations, unless specified otherwise) using the RNeasy Miniprep Kit (Qiagen) and first-strand cDNA synthesized using the Superscript III Reverse Transcriptase Kit (Invitrogen). qPCR was performed using the Sensimix SYBR PCR Kit (Bioline) on a 7900HT fast real-time PCR system (Applied Biosystems). The copy number for each transcript is expressed relative to *HPRT*. Primers are listed in supplementary material Table S3. 

### Flow cytometry

BAR-Venus RUES2 cells were analyzed for intrinsic Venus fluorescence by FACS. Wild-type RUES2 cells were labeled for flow cytometry using antibodies as described in the supplementary Materials and Methods. Cells were analyzed using a FACSCANTO II or sorted on a FACSARIA II with FACSDiva software (BD Biosciences). Instrument settings were adjusted to avoid spectral overlap. Data analysis was performed using FlowJo (Tree Star). For further details of FACS and Wnt/β-catenin signaling analysis using BAR-Venus see the supplementary Materials and Methods.

### Proteomics

Peptides were isolated from cells and measured by nano-LC-MS/MS on a Q Exactive (Thermo Scientific) equipped with a NanoAcquity system (Waters) as described in the supplementary Materials and Methods. Identification and label-free quantification of peptides were performed with MaxQuant 1.3.0.5 using a 1% false discovery rate (FDR) against the human Swiss-Prot/TrEMB database downloaded from Uniprot on October 11th, 2013. For further details see the supplementary Materials and Methods.

### RNA-seq

Samples were submitted to University of Washington High-Throughput Genomic Sequencing Center for isolation and analysis. RNA-seq was performed on poly-A-enriched samples using Illumina TruSeq. Differentially expressed genes were classified according to gene ontology using the NIAID Database for Annotation, Visualization and Integrated Discovery (DAVID/EASE, http://david.abcc.ncifcrf.gov/). RNA-seq data have been deposited in the NCBI Gene Expression Omnibus database with accession number GSE55275. Separately, FPKM (fragments per kilobase of exon per million fragments mapped) values were computed using Cufflinks version 2.1.1 (Trapnell et al., 2010) and UCSC gene annotations. 

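The 2 deposited tables hold these values per gene and per RefSeq transcript. The gene table has 699622 rows for 23615 symbols, of which 23061 have a single row. A symbol with several loci has as many rows as the 4th power of its number of loci, since each library's values for the loci were joined to those of every other library. DUX2, with 17 loci, thus has 83521 rows. For 100.0% of the single-row symbols the gene value equals the sum of its transcripts. Among genes that are not microRNA or small nucleolar RNA genes, 21 were at 0 in one library of a group beside at least 5 FPKM in the other.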

For additional information, see the supplementary Materials and Methods.

### Statistics

Single variable analysis between two samples was compared by Student's *t*-test. Single and multivariable assays were analyzed by one-way or two-way ANOVA. Results are presented as mean±s.e.m. *P*<0.05 was considered significant.

## Supplementary Material

Supplementary information

# Supplementary material for: Inhibition of β-catenin signaling respecifies anterior-like endothelium into beating human cardiomyocytes
**Source:** Development. 2015 Sep 15;142(18):3198–209. doi: 10.1242/dev.117010
**Supplement:** Supplementary information

Supplementary information 

# Inhibition of β-catenin signaling respecifies anterior-like endothelium into beating human cardiomyocytes

## DEV117010 Supplementary information

**Files in this Data Supplement:**

- Supplementary information

# Supplementary material for: Inhibition of β-catenin signaling respecifies anterior-like endothelium into beating human cardiomyocytes
**Source:** Development. 2015 Sep 15;142(18):3198–209. doi: 10.1242/dev.117010
**Supplement:** Supplementary information

## Supplementary Materials and Methods

**Human ESC Wnt/ $\beta$ -catenin signaling analysis.** WT RUES2 human embryonic stem cells were used in this study. A subset of experiments were performed using RUES2 hESCs modified by lentivirus to express the  $\beta$ -catenin activated reporter (BAR-Venus) as we have described previously (Palpant et al., 2013). The BAR-Venus reporter in combination with gene expression analysis provides insight into the activity of the Wnt/ $\beta$ -catenin pathway in the context of differentiation. BAR-Venus activity was measured by FACS analysis from bulk cell populations and calculated on a log10 scale.

**Human ESC Cardiac Directed Differentiation.** Standard cardiomyocyte directed differentiation using a monolayer platform was performed with a modified protocol based on previous reports (Laflamme et al., 2007; Paige et al., 2010; Lian et al., 2012). The differentiation set up was initiated by plating undifferentiated hESCs as single cells as described previously (Gantz et al., 2012; Palpant et al., 2013). The cultures were treated with CHIR-99021 (Cayman chemical, 13122) for 24 hours before reaching confluence. In initial experiments, cells were induced to differentiate (designated day 0) by replacing the culturing media with RPMI media (Invitrogen, 11875-119) containing different doses of activin A (R&D Systems, 338-AC-050) (50 or 100 ng/ml), 1:60 diluted Matrigel (BD), and insulin-free B27 supplement (Invitrogen, 0050129SA). An RPMI media change the following day (17 hours) included different doses of BMP4 (R&D Systems, 314-BP-050) (5, 10, 20 or 40 ng/ml), 1  $\mu$ M CHIR-99021, and insulin-free B27 supplement. CHIR-99021 is added during this step to reinforce signaling through the Wnt/ $\beta$ -catenin signaling pathway for efficient specification of mesoderm (Paige et al., 2010; Lian et al., 2012; Paige et al., 2012; Palpant et al., 2013). In a subset of experiments, 1  $\mu$ M XAV-939 (Tocris, 3748) was included at day 3 of differentiation. XAV-939 is added in this step of the protocol to reinforce endogenous

inhibitors of the Wnt/ $\beta$ -catenin signaling pathway for efficient specification of the cardiac lineage (Paige et al., 2010; Willems et al., 2011; Lian et al., 2012; Palpant et al., 2013). RPMI containing insulin-free B27 supplement was utilized until differentiation day 7 in which the media is replaced with RPMI containing a B27 supplement that includes insulin (Invitrogen, 17504044). Subsequent media changes included the insulin-containing supplement. Comparison of differentiation efficiency was analyzed using this protocol with various hiPSC and hESC lines (supplementary material Fig. S6).

**Human ESC Endothelial Differentiation.** Endothelial differentiation involved initiation of differentiation with activin A and BMP4 as described above. On day 2 media is changed to media adapted from work reported previously (Kennedy et al., 2007): Stempro34 (Invitrogen, 10640019) backbone media containing 200 ng/ml VEGF (Peprotech, 100-20), 5 ng/ml bFGF (Peprotech, 100-18B), 10 ng/ml BMP4 (R&D Systems, 314-BP-050),  $4 \times 10^{-4}$  M monothioglycerol, 50  $\mu$ g/ml ascorbic acid, 2 mM L-glutamine (Invitrogen, 25030-081), and pen-strep (Invitrogen, 15140-163). Media was not changed until day 5. For cardiac differentiation from endothelium, day 5 cells were exposed to 2  $\mu$ M XAV-939 in RPMI media containing B27 supplement without insulin and this was changed on day 7 – 14 to RPMI media containing B27 supplement with insulin. For endothelial maturation from day 5 endothelium, cells were re-plated on gelatin-coated plates in EGM (Lonza) containing 20 ng/ml VEGF (R&D Systems, FAB357P), 20 ng/ml bFGF, and 1  $\mu$ M CHIR-99021. Since A100/B5-ECs were susceptible to sheer stress induced cell death, this protocol was modified for analysis of FACS sorted populations as follows: on day 5 cells were pretreated for 2 h with Stempro34 with Y-27632. Cells were harvested and labeled with CD34 antibody (BD Biosciences, 340430) and then FACS sorted. Cells were re-plated in EGM with Y-27632 for 2 days and thereafter with RPMI containing Y 27632 and B27 supplement with insulin.

Comparison of differentiation efficiency was analyzed using this protocol with various hiPSC and hESC lines (supplementary material Fig. S6b-d).

***Colony forming assays and hematopoietic differentiation on OP9 Cells.*** OP9 feeder cells were seeded in 24-well plates the day prior to co-culture. Day 5 unsorted or CD34<sup>+</sup> sorted hESC-derived endothelial cells were seeded onto OP9 cells at  $1 \times 10^5$  cells per well in alpha-MEM (Invitrogen) with 10% FBS (Hyclone), penicillin/streptomycin (Invitrogen), and recombinant cytokines (from R&D Systems): hSCF (50 ng/ml), hTPO (20 ng/ml), hIL-6 (20 ng/ml), hIL-3 (20 ng/ml), hFLT3L (20 ng/ml). Following 6 or 12-14 days of co-culture, non-adherent/loosely adherent cells were removed by pipetting and passed through a 35  $\mu$ m cell strainer (BD Falcon) and analyzed by flow cytometry. Day 5 hESC-derived endothelial cells or cells harvested following OP9 co-culture were plated for colony forming-unit (CFU) progenitors in methylcellulose containing human cytokines (H4034, Stem Cell Technologies). Colonies were scored by morphology after 12-14 days as small, primitive erythroid (CFU-EryP), macrophage (CFU-Mac), granulocyte/monocyte/macrophage (CFU-GM), large, burst-forming erythroid (BFU-E), or mixed (CFU-Mix) colonies containing both erythroid and myeloid elements.

***Endothelial Cell Differentiation and Analysis.*** Unsorted or CD34<sup>+</sup> sorted anterior and posterior-derived hemogenic endothelial cells were plated in gelatin-coated tissue culture flasks with EGM media (Lonza, CC-3124) containing 20 ng/ml VEGF (Peprotech, 100-20), 20 ng/ml bFGF (Peprotech, 100-18B), and 1  $\mu$ M CHIR-99021 (Cayman Chemical, 13122). Cells were maintained until day 14 at which point cells were isolated, analyzed by flow cytometry for CD31 expression, and cells then applied to secondary assays. For 2D endothelial marker analysis, cells were grown to confluency overnight after re-plating at  $100\text{K}/\text{cm}^2$  on 0.2% gelatin-coated coverslips. Cells were then fixed for 10 minutes in 3.7%

formaldehyde, washed in PBS, and stained for CD31, Ki67, and Von Willebrand Factor. Images were acquired with a Nikon TiE inverted widefield fluorescence microscope with 40X objective and 1392x1040 resolution. Proliferation was quantified by determining the percentage of Ki67-positive cells in anterior and posterior populations (n: biological replicates (# of scored cells) = 3(302) and 3(246) respectively). **Tube formation assay:** Type I collagen extracted from rat tails as previously described (Zheng et al., 2012) was dissolved in 0.1% acetic acid at 15 mg/ml and stored at 4°C. Before use, collagen gel was neutralized and diluted with 1 M NaOH, EGM, and 10X M199 (Sigma M0650). Gel was then mixed with day 14 cells at a density of  $2 \times 10^6$ /ml (final collagen concentration: 2 mg/ml), pipetted into 4 mm diameter well (10  $\mu$ l volume) of angiogenesis  $\mu$  slides (Ibidi), and allowed to gel for 20 minutes at 37°C. Cultures were fed with EGM supplemented with 20 ng/ml VEGF, 20 ng/ml bFGF, and 1  $\mu$ M Chiron (EGM+factors) for 2 days, fixed in 3.7% formaldehyde for 10 min, washed in PBS, and stained for CD31 and phalloidin. **Angiogenesis assay:** Day 14 endothelial cells were seeded on top of acellular 2 mg/ml collagen disks (4mm D x 2mm H) at a density of 400 cells/mm<sup>2</sup> and fed with EGM+factors for 3 days. Samples were fixed for 10 minutes in 3.7% formaldehyde, washed in PBS, and stained for phalloidin and CD31. Three dimensional z-stack images of both angiogenesis and tube formation assays were acquired on a Nikon A1R confocal microscope with 20X objective, 1024x1024 resolution. Maximum intensity projections and orthogonal views were obtained using Fiji software. Angiogenic sprouting was quantified by manually counting the number of sprouts extending downward from the monolayer and normalizing to the cross sectional area of the field of view. The average length of sprouts was determined using Fiji measure function (n: 3 biological replicates). **Engineered Microvessels:** Microfluidic channels were created in collagen gel using an injection molding and soft lithographic technique as described previously (Zheng et al., 2012). Following fabrication, day 14 cells were seeded in the

conduit at a density of  $10 \times 10^6/\text{ml}$  and a volume of  $10 \mu\text{l}$  and allowed to circumferentially attach for 3 hours in static conditions. After endothelial cell attachment in the channel, microvessels are cultured under gravity driven flow by replacing media (EGM+ factors) at the inlet every 12 hours for 4 days. Microvessels were then fixed by perfusing 3.7% formaldehyde for 20 minutes, washed in PBS, then stained for CD31, VE-cadherin, and Von Willebrand Factor. Three dimensional z-stack images were acquired on a Nikon A1R confocal microscope with 10X objective,  $512 \times 512$  resolution. Maximum intensity projections and orthogonal views were obtained using Fiji software. The number of angiogenic sprouts and average length were quantitated in the same way as the semi-3D angiogenesis assay (n: 3 biological replicates). The number of sprouts was normalized to the surface area of the lumen. **Immunofluorescence staining:** Following fixation, samples were blocked in 2% BSA and 0.5% Triton X-100 in PBS for 1 h followed by an overnight incubation with primary antibodies (Rb pAb to hCD31 (Abcam 28364), Ms pAb to VE-cadherin (Abcam 7047), or Rb pAb to Ki67 (Abcam 16667)). Samples were washed with PBS and incubated with secondary antibodies for 1 h at room temperature (Alexa Fluor 488 Phalloidin (Invitrogen A12379), Sh pAb to Von Willebrand Factor (Abcam 8822), Alexa Fluor goat anti-mouse 647 (Invitrogen A21235), Alexa Fluor goat anti-rabbit 568 (Invitrogen A11011)) and counterstained with Hoechst 33342 (Sigma B2261). Following secondary incubation, samples were washed in PBS. Tube formation assay, angiogenesis assay, and microvessels were kept in PBS until imaging. Coverslips were mounted face down onto slides with Aqua Poly Mount (Polysciences 18606).

**Flow Cytometry.** BAR-venus RUES2 cells were analyzed for intrinsic Venus fluorescence by FACS. WT RUES2 cells were labeled for flow cytometry using the following antibodies: human PDGFR $\alpha$  APC (R&D Systems) and human VEGFR2/KDR PE (R&D Systems),

CD31 (BD Biosciences, 555445), CD144 (VE-cadherin) (E-biosciences, 17-1449-42), CD34 (BD Biosciences, 340430), CD73 (BD Pharmingen), and cardiac troponin T (Pierce, MA5-12960) or corresponding isotype controls. For hematopoietic analysis, cells were stained with various combinations of the following monoclonal antibodies for cell surface analysis: APC-conjugated anti-human CD43 (Clone 1G10, BD Pharmingen), PE-conjugated anti-human CD235a (Clone GA-R2, BD Pharmingen), PECy7-conjugated anti-human CD45 (Clone H130, Biolegend), FITC-conjugated anti-human CD34 (BD Pharmingen), and PECy7-conjugated anti-human CD41 (Clone HIP8, Biolegend), or corresponding isotype control antibodies. DAPI was used to exclude dead cells. Cells were analyzed using a BD FACSCANTO II or sorted on a BD FACSARIA II (Beckton Dickinson, San Jose, CA) with FACSDiva software (BD Biosciences). Instrument settings were adjusted to avoid spectral overlap. Data analysis was performed using FlowJo (Tree Star, Ashland, Oregon). For the live/dead assay cells were isolated and stained with calcein AM and EthD-1 using the LIVE/DEAD viability/cytotoxicity kit for mammalian cells (Molecular Probes). Cells were analyzed by flow cytometry using FITC to detect live cells and Texas Red to detect dead cells.

**Immunofluorescence.** Cells were fixed with either 4% paraformaldehyde or methanol, permeabilized in PBS containing 0.025% Triton-X, and blocked in PBS containing 1.5% normal goat serum. Cells were stained with NKX2.5 (R&D Systems, Cat.# AF2444, 1:400), alpha-actinin (Sigma, Clone EA-53; Cat.#A7811, 1:800), CD31 (Dako, Clone JC/70A Cat.# M0823, 1:10), SM-MHC (Sigma, Clone HSM-V Cat.# M7786, 1:100), SM-Actin (Dako, Clone 1A4, Cat.#M0851, 1:500) followed by secondary staining with Alexa Fluor-594 donkey anti-goat (Invitrogen lot #1180089, 1:200) or Alexa Fluor-594 goat anti-mouse

(Invitrogen lot # 1219862, 1:200). Nuclei were counterstained with DAPI. Human fetal heart and canine heart sections were used positive controls.

**Proteomics:** *Sample preparation for mass spectrometry:* Cells were washed in 1xPBS and frozen at -20°C. Cells were lysed in 1 M urea, 50 mM ammonium bicarbonate pH 7.5, and heated to 60°C for 30 min. Cell debris was removed by centrifugation (10000 rpm, 30 min). Protein was quantified and normalized using a BCA assay and then reduced with 2 mM DTT for 15 min at 56°C, alkylated with 15 mM iodoacetamide for 15 min in the dark at 37°C, and digested overnight with a 1:50 ratio of trypsin to total protein. The resulting peptides were acidified with 50% formic acid, 10% trifluoroacetic acid and desalted on Waters Sep-Pak C18 cartridges. After desalting, samples were dried under vacuum in a SpeedVac (Eppendorf Vacufuge) and resolved in 50 µl 1% acetonitrile, 0.1% formic acid.

*Nano-LC-MS/MS measurements:* Peptides were measured by nano-LC-MS/MS on a Q Exactive (Thermo Scientific) equipped with a NanoAcquity system (Waters). Peptides were trapped on a 30cm IntegraFrit column (75mm ID packed with 2cm Magic C18 AQ 5 µM /100 Å beads) at a flow rate of 2 µl/min. Peptides were separated online by reverse phase chromatography using a heated 50°C home-made 28 cm C18 column (75 mm ID packed with Magic C18 AQ 5 µM /100 Å beads) in a 120 min gradient (1% to 45% acetonitrile with 0.1% formic acid) with a flow rate of 250 nl/min. Data-dependent acquisition was conducted on the Q Exactive with the following settings: 70,000 resolution, 350-2000 m/z full scan, Top 10, and an 1.8 m/z isolation window.

*Data Processing and Analysis:* Identification and label free quantification of peptides were done with MaxQuant 1.3.0.5 using a 1% false discovery rate (FDR) against the human Swiss-Prot/TrEMB database downloaded from Uniprot on October 11<sup>th</sup>, 2013. Three replicates were analyzed per condition. Peptides were searched for variable modification of

n-term protein acetylation, oxidation (M), deamidation (NQ), with a 6 ppm mass error and a match between run window of 4 min. Forward and reverse human sequences as well as common contaminants were removed during analysis in Perseus 1.4.1.3. Conditions were compared using principle component analysis and unsupervised hierarchical clustering. Proteins that were significantly regulated between conditions were identified using a permutation-based t-test (S0, FDR 5%).

**RNA-seq.** Total RNA was isolated with RNALater (Qiagen, 76104). Unsorted cell populations were isolated for RNA-seq. For each group, 2 biological replicates were submitted for analysis. Samples were submitted to University of Washington High Throughput Genomic Sequencing Center for isolation and analysis. RNA-seq was performed on poly-A enriched samples using Illumina TruSeq. Differentially expressed genes were classified according to gene ontology using the NIAID Database for Annotation, Visualization and Integrated Discovery (DAVID/EASE, <http://david.abcc.ncifcrf.gov/>). The RNA-seq data have been deposited in the NCBI Gene Expression Omnibus database. The GEO accession number is GSE55275. Reads were aligned with Gsnap version 2013-11-27 (Wu and Nacu, 2010) to version hg19 of the human genome sequence obtained from the UCSC Genome Browser (Karolchik et al., 2014). Strand-specific read counts were generated against gene annotations taken from Ensembl release 72 (Flicek et al., 2014). Reads with more than one reported alignment were not counted. Differential expression was evaluated using DESeq version 1.12.1 (Anders and Huber, 2010). Genes with an FDR adjusted p-value (i.e. "q-value") of less than 0.05 were classified as differentially expressed. 

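The supplement lists the genes that passed this q-value and changed by over 2-fold in Supplemental Table 1, with 450 genes higher in ECsXAV cardiomyocytes by the paper's count test, and in Supplemental Table 2, with 190 genes higher in CPC cardiomyocytes. By symbol, 433 and 178 of these were found in the gene table of FPKM, and 314 and 144 had a mean FPKM of at least 1. All 314 of the first table were lower in CPC cardiomyocytes in the FPKM, and 142 of the 144 of the second were higher. Of the 314, 207 changed by over 2-fold and 164 passed the criterion in the FPKM by limma. Of the 144, 88 changed by over 2-fold in the table's direction and 72 passed. Adjusted over each table's genes alone, 207 and 88 passed, which shows no stability since the genes are the paper's own calls on these libraries. With the replicate number as a block, 99 and 43 passed. Across genes, Pearson's r between the log2 fold changes of the FPKM and the paper's was 0.673 for the first table and 0.512 for the second. Of all genes past the criterion in the FPKM, 236 are in one of the tables with the same direction and 29 are in neither. Of these 29, 21 are microRNA or small nucleolar RNA genes, whose FPKM may rest on a few reads.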

Separately, FPKM values were computed using Cufflinks version 2.1.1 (Trapnell et al., 2010) and UCSC gene annotations.

## Supplementary references

**Anders, S. and Huber, W.** (2010). Differential expression analysis for sequence count data. *Genome Biol.* **11**, R106.

**Flicek, P., Amode, M. R., Barrell, D., Beal, K., Billis, K., Brent, S., Carvalho-Silva, D., Clapham, P., Coates, G., Fitzgerald, S. et al.** (2014). Ensembl 2014. *Nucleic Acids Res.* **42**, D749-D755.

**Gantz, J. A., Palpant, N. J., Welikson, R. E., Hauschka, S. D., Murry, C. E. and Laflamme, M. A.** (2012). Targeted genomic integration of a selectable floxed dual fluorescence reporter in human embryonic stem cells. *PLoS ONE* **7**, e46971.

**Karolchik, D., Barber, G. P., Casper, J., Clawson, H., Cline, M. S., Diekhans, M., Dreszer, T. R., Fujita, P. A., Guruvadoo, L., Haeussler, M. et al.** (2014). The UCSC Genome Browser database: 2014 update. *Nucleic Acids Res.* **42**, D764-D770.

**Willems, E., Spiering, S., Davidovics, H., Lanier, M., Xia, Z., Dawson, M., Cashman, J. and Mercola, M.** (2011). Small-molecule inhibitors of the Wnt pathway potently promote cardiomyocytes from human embryonic stem cell-derived mesoderm. *Circ. Res.* **109**, 360-364.

**Wu, T. D. and Nacu, S.** (2010). Fast and SNP-tolerant detection of complex variants and splicing in short reads. *Bioinformatics* **26**, 873-881.

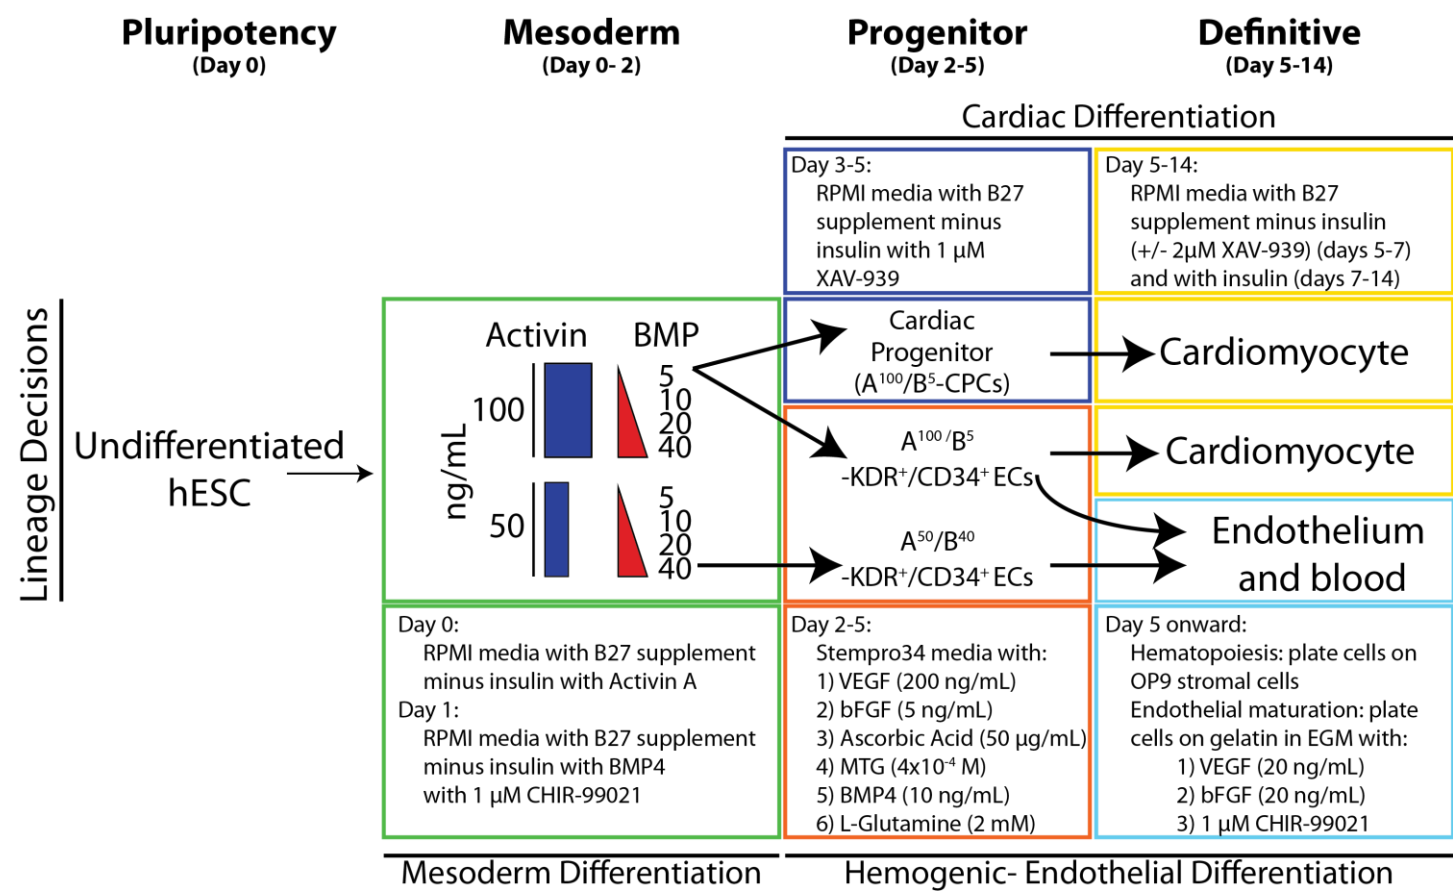

**Supplemental Figure 1. Outline of conditions for specification of cell fate transitions in mesoderm differentiation from hPSCs.** Schematic description of cell states and protocols for directed differentiation from human pluripotent stem cells into mesoderm specified by different concentrations of Activin A and BMP4. From mesoderm, Activin  $A^{100}/BMP4^5$  is optimal for generating cardiac progenitor cells ( $A^{100}/B^5$ -CPCs) and mature cardiomyocytes. Alternatively, cells can be directed into endothelial cells generated under Activin  $A^{100}/BMP4^5$  ( $A^{100}/B^5$ -KDR<sup>+</sup>/CD34<sup>+</sup> cells) or Activin  $A^{50}/BMP4^{40}$  ( $A^{50}/B^{40}$ -KDR<sup>+</sup>/CD34<sup>+</sup> cells). Endothelium can be further differentiated into functional blood and endothelial cells. Using XAV to inhibit Wnt signaling,  $A^{100}/B^5$ -KDR<sup>+</sup>/CD34<sup>+</sup> cells but not  $A^{50}/B^{40}$ -KDR<sup>+</sup>/CD34<sup>+</sup> cells can be re-directed into cardiomyocytes similar to  $A^{100}/B^5$ -CPCs.

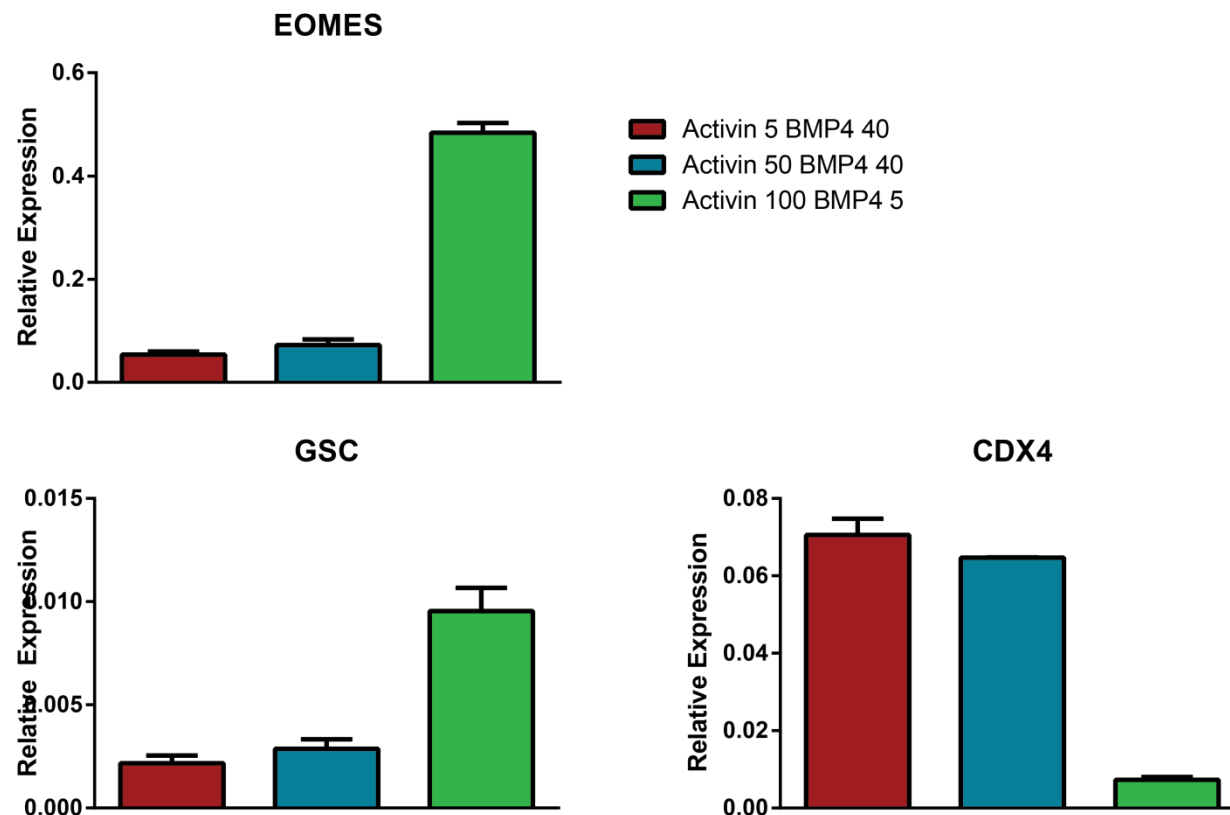

**Supplemental Figure 2. Effect of Activin A and BMP4 dosing on the expression of anterior vs. posterior mesodermal markers.** Cells were induced for differentiation using either  $A^5/B^{40}$ ,  $A^{50}/B^{40}$ , or  $A^{100}/B^5$  to determine if varying the dose of Activin A had an effect on posterior mesoderm gene expression. These data show that there is no significant difference in anterior markers EOMES and GSC as well as the posterior marker CDX4 indicating that under these differentiation conditions the most significant change in patterning occurs in the shift from 100 ng/mL Activin A to 50 ng/mL Activin A.

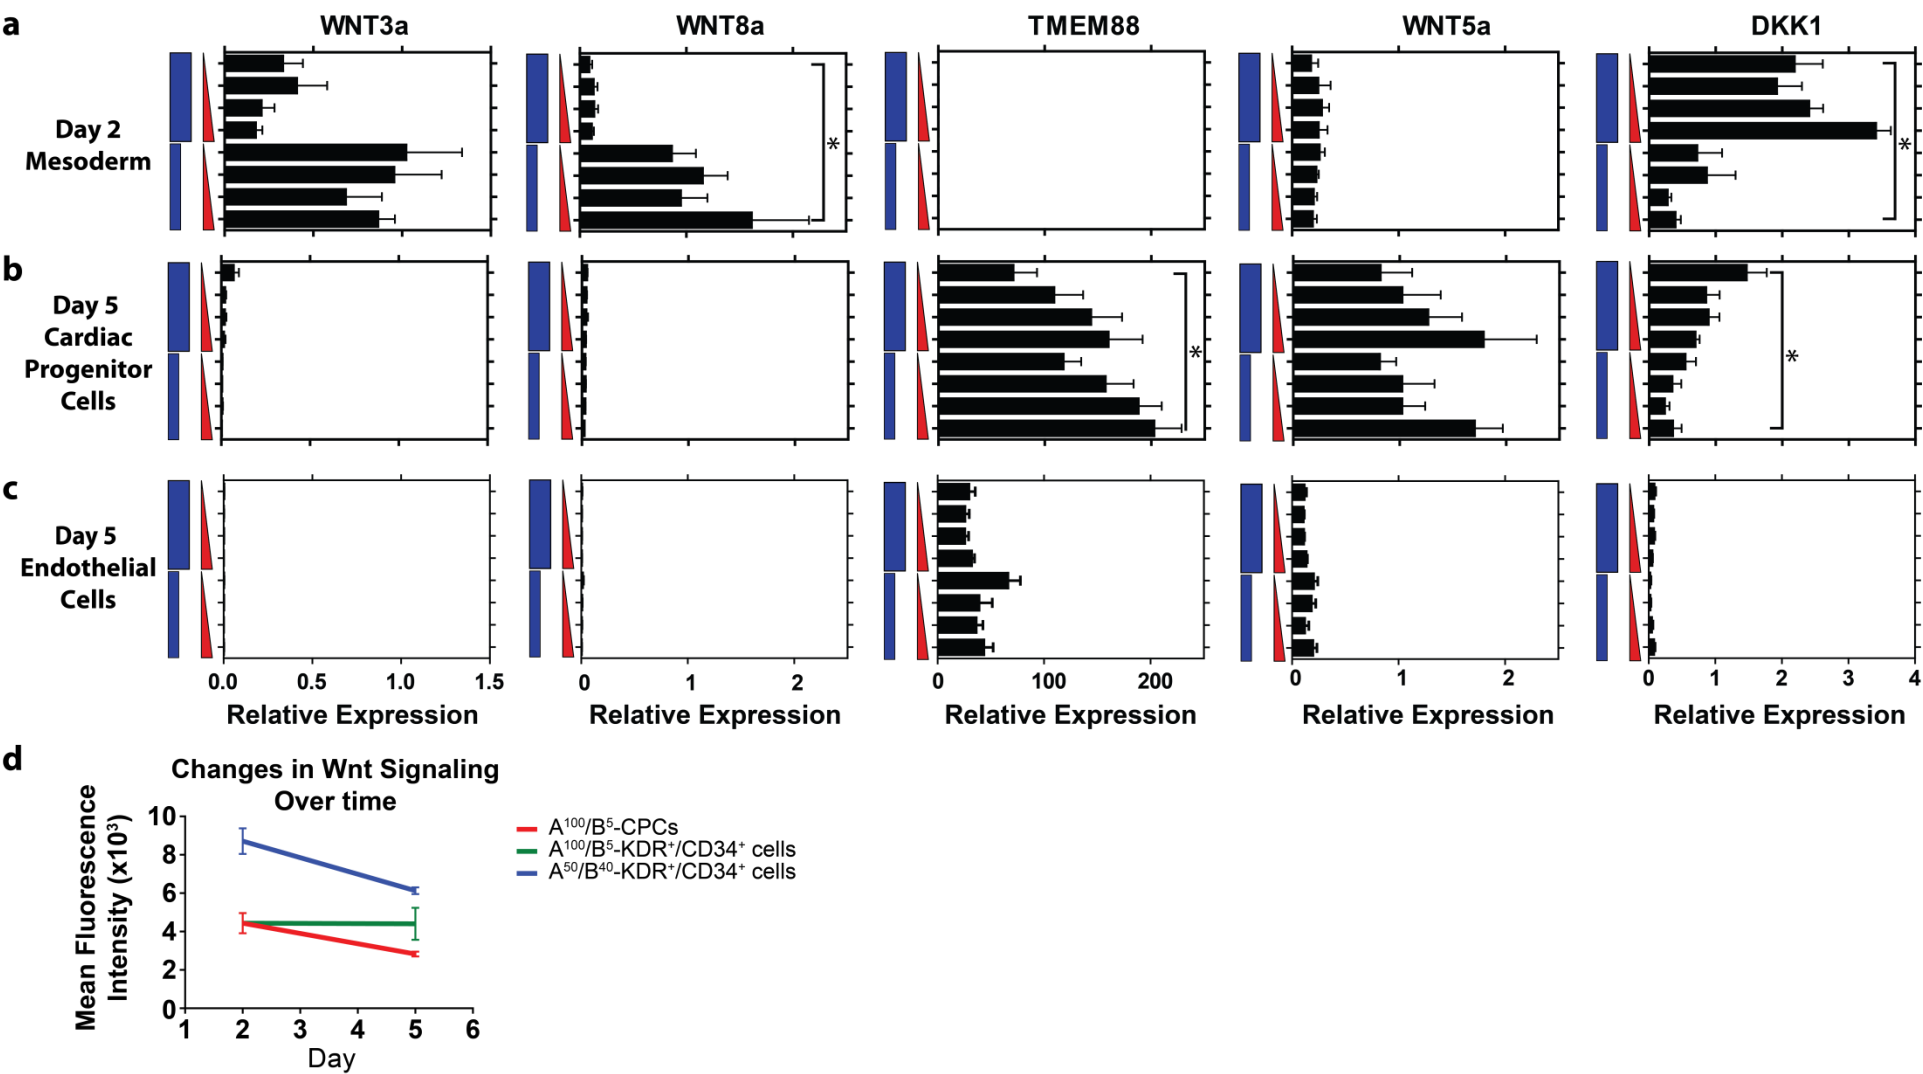

**Supplemental Figure 3. Modulators of Wnt/ $\beta$ -catenin signaling titrate pathway activity during directed differentiation of mesoderm derivatives.** (a-c) Quantitative PCR analysis of expression levels for Wnt ligands Wnt3a and Wnt8a as well as inhibitors including TMEM88, Wnt5a, and Dkk1 at different time points of differentiation including day 2 specification of mesoderm (a), day 5 differentiation into the cardiac progenitor cells (CPCs) (b) and day 5 differentiation into KDR<sup>+</sup>CD34<sup>+</sup> cells (c) across different doses of Activin A and BMP4. (d) Changes in BAR-Venus activity across time derived from data presented in Figure 1c, 2c, and 3d. n=5 biological replicates per sample. \* P < 0.05.

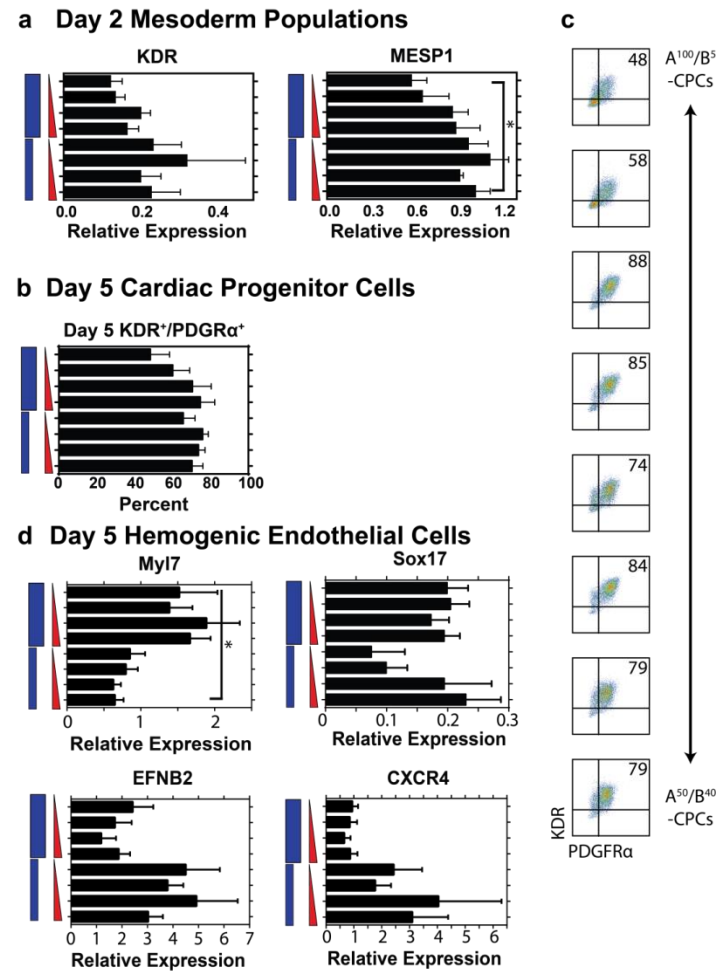

**Supplemental Figure 4. Molecular analysis of anterior/posterior mesoderm formation.** (a) Markers of mesoderm formation generated by different induction approaches were analyzed at day 2 of differentiation by quantitative RT-PCR including KDR and MESP1. (b-c) Day 5 cardiac progenitor cells induced under different mesodermal patterning conditions were analyzed by flow cytometry for KDR and PDGFR $\alpha$ . Mean data are shown for 5 biological replicates (b) and representative flow plots are shown in (c). (d) Quantitative RT-PCR for various markers at day 5 of endothelial differentiation based on different mesoderm induction approaches including the cardiac marker (MYL7) as well as endothelial markers SOX17, EFNB2, and CXCR4. n = 5 biological replicates for each experiment. \* P < 0.05.

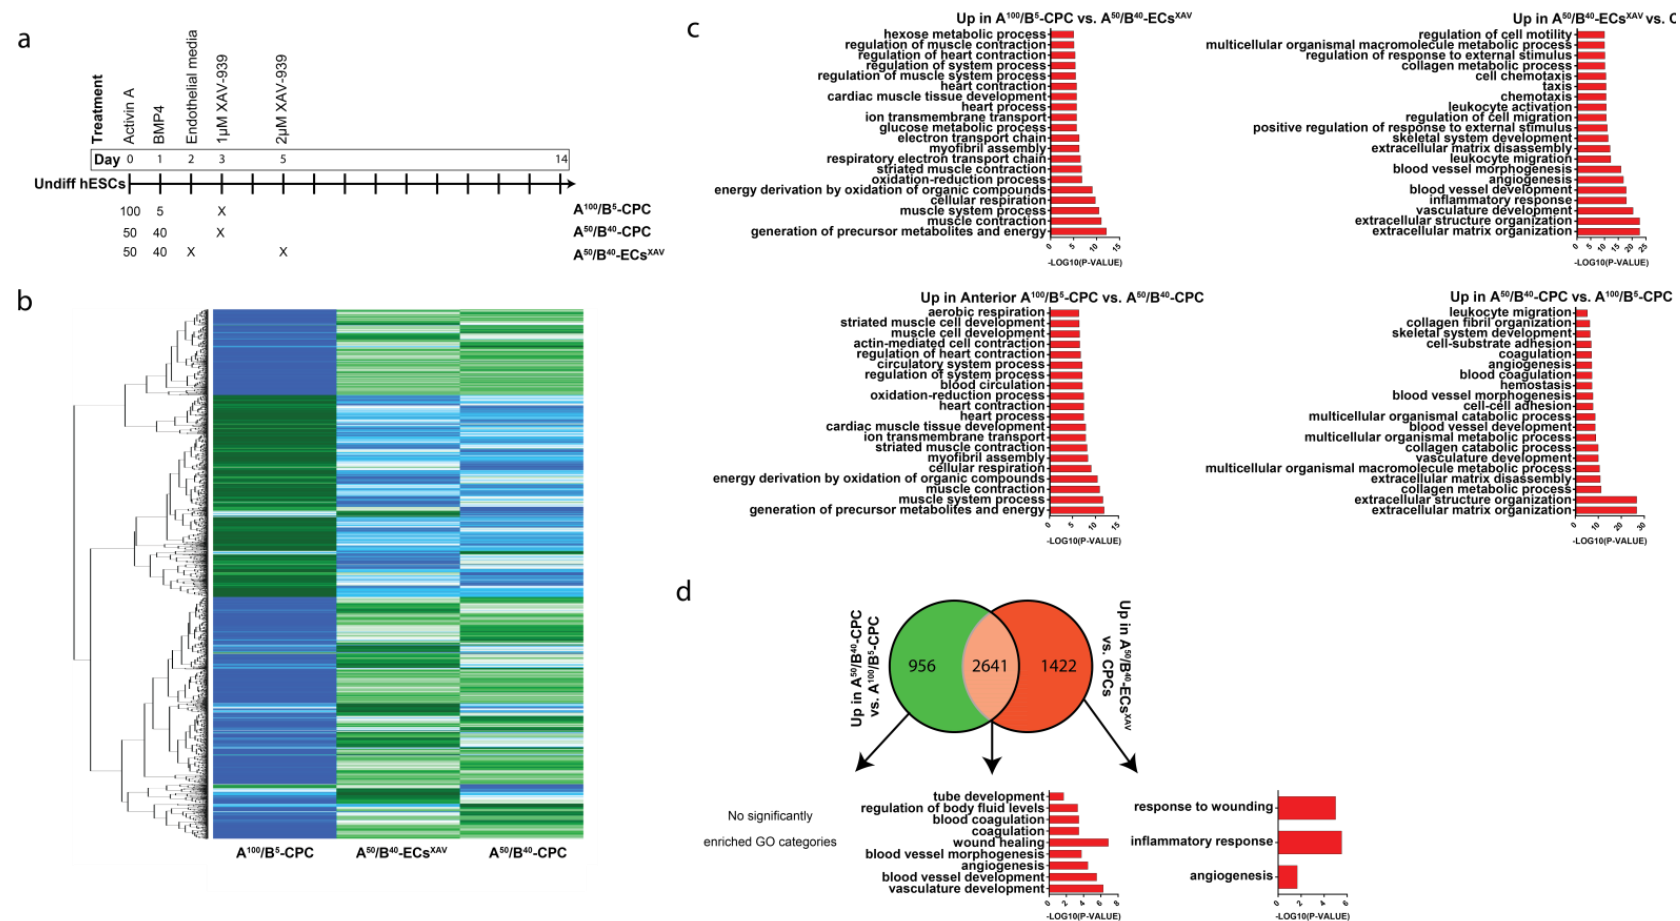

**Supplemental Figure 5. RNA-seq of cells at day 14 of differentiation under various treatment regimens.** (a) Schematic diagram of differentiation protocols tested. These include standard cardiac differentiation (A<sup>100</sup>/B<sup>5</sup>-CPC), cardiac differentiation from posterior-like mesoderm (A<sup>50</sup>/B<sup>40</sup>-CPC), and Wnt inhibition from day 5 posterior hemogenic endothelium (A<sup>50</sup>/B<sup>40</sup>-ECs<sup>XAV</sup>). All samples were carried out to day 14 at which point cells were isolated and submitted for RNA-seq analysis. (b) Heat map analysis of the mean data from biological replicates for each of the assays showing that despite differentiation conditions, cells from posterior mesoderm share a similar transcriptional profile compared to cardiomyocytes. (c) Gene ontology analysis of gene sets enriched in different comparisons as described in (a). Cardiac gene ontologies are highly enriched in cardiac differentiation compared to endothelial lineage programs that are robustly enriched in lineages derived from posterior-like mesodermal origins. (d) Comparison of the genes commonly shared between cell types generated from posterior-like mesoderm show enrichment of genes involved in endothelial and blood development.

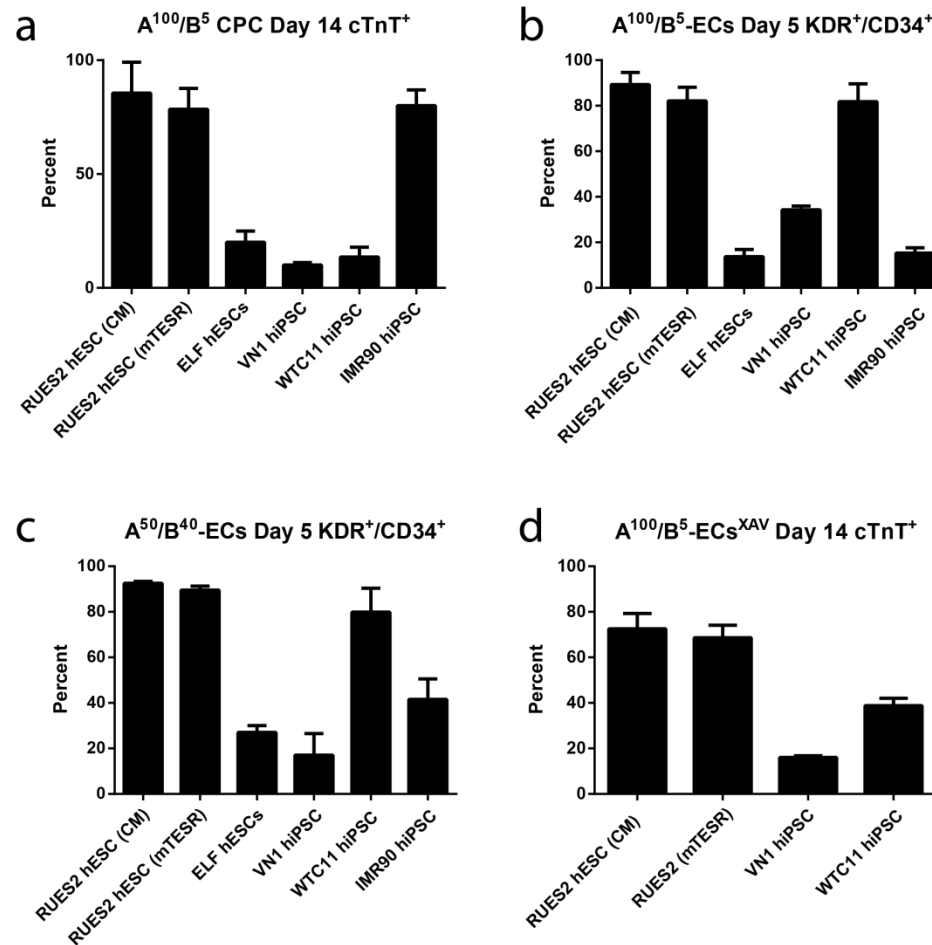

**Supplemental Figure 6. Comparison of differentiation potential in multiple human PSC lines.** (a) Cardiac differentiation of hPSCs assayed at day 14 for cTnT<sup>+</sup> cells. (b-c) Endothelial potential was assayed based on differentiation into anterior-derived day 5 cells  $A^{100}/B^5$ -ECs (b) and posterior-derived day 5 cells  $A^{50}/B^{40}$ -ECs (c) based on expression of KDR and CD34. (d) Based on data from (b) RUES2 hESC (CM), RUES2 hESC (mTESR), VN1 hiPSC, and WTC11 hiPSC were chosen to test for efficiency of cell fate conversion from endothelium to cardiomyocytes. n = 4-12 per group. CM: MEF conditioned media. These differentiation efficiencies were compared under a standard protocol optimized for RUES2 cells. These data do not preclude the possibility of increased efficiencies given further protocol optimization.

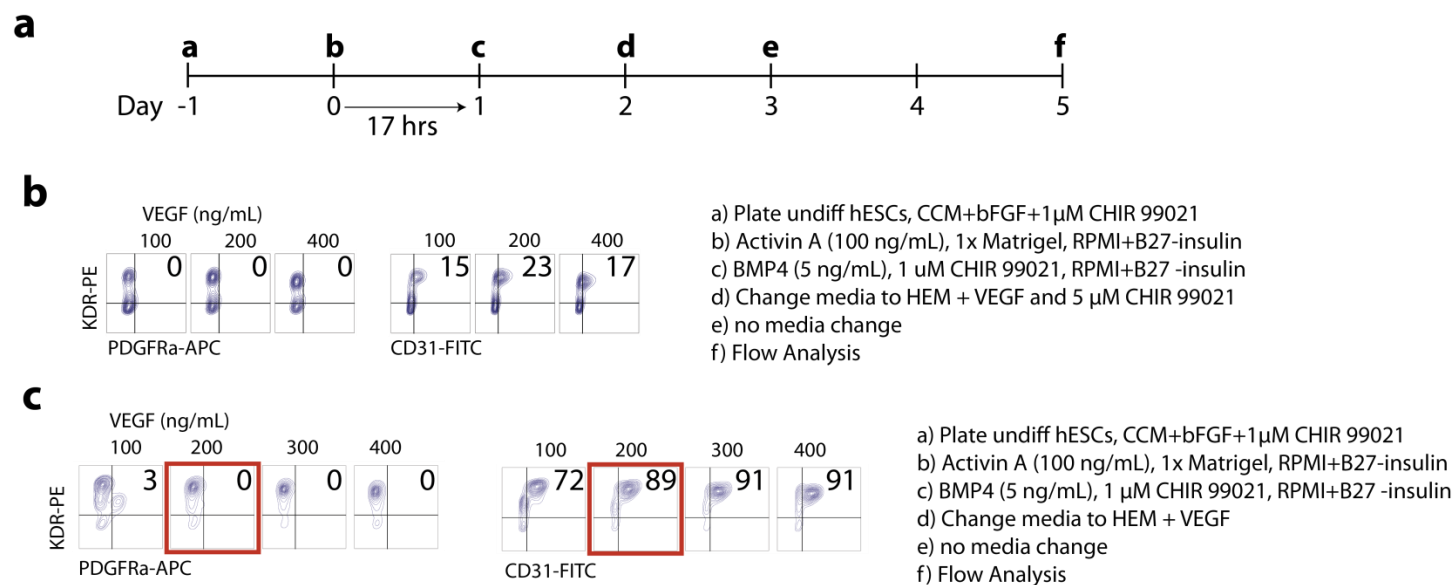

**Supplemental Figure 7. Protocol development for endothelial differentiation.** (a) Schematic showing time points when variables were manipulated. (b-c) Experiments testing the effect of different doses of VEGF (b-c) in combination with different 5  $\mu$ M CHIR-99021 (b) or no CHIR-99021 (c) with the final protocol indicated in red boxes in panel c. HEM: Hemogenic endothelial media as described in the methods.

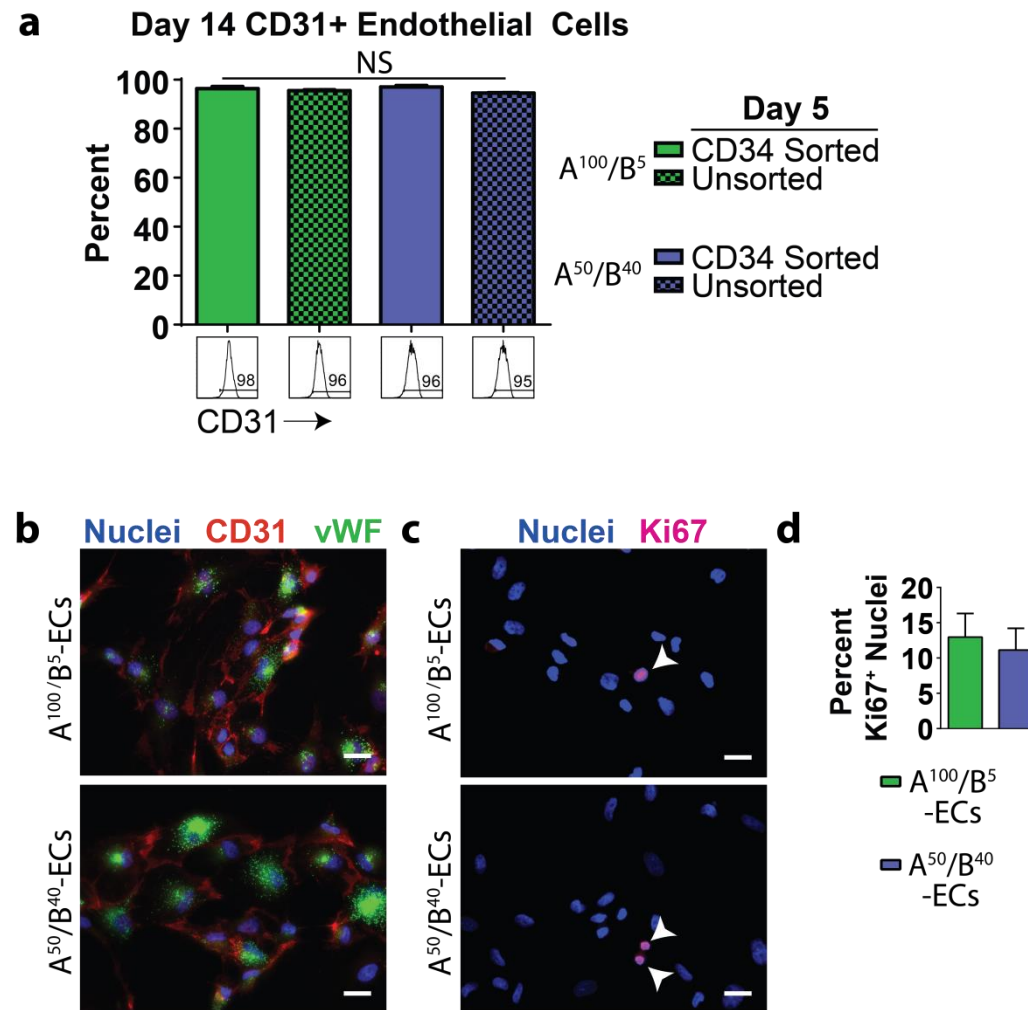

**Supplemental Figure 8. Endothelial cell maturation.** (a) Flow cytometry analysis of day 14 endothelial cells generated from day 5 CD34 sorted or unsorted  $A^{100}/B^5$ -KDR<sup>+</sup>/CD34<sup>+</sup> cells and  $A^{50}/B^{40}$ -KDR<sup>+</sup>/CD34<sup>+</sup> cells. (b) IHC analysis of endothelial markers CD31 and vWF in endothelial cells generated from  $A^{100}/B^5$ -KDR<sup>+</sup>/CD34<sup>+</sup> cells and  $A^{50}/B^{40}$ -KDR<sup>+</sup>/CD34<sup>+</sup> cells. (c and d) Representative images (c) and mean data (d) for cell proliferation based on Ki67 staining in endothelial cells generated from  $A^{100}/B^5$ -KDR<sup>+</sup>/CD34<sup>+</sup> cells and  $A^{50}/B^{40}$ -KDR<sup>+</sup>/CD34<sup>+</sup> cells. In (b) and (c) scale bar = 20 $\mu$ m.

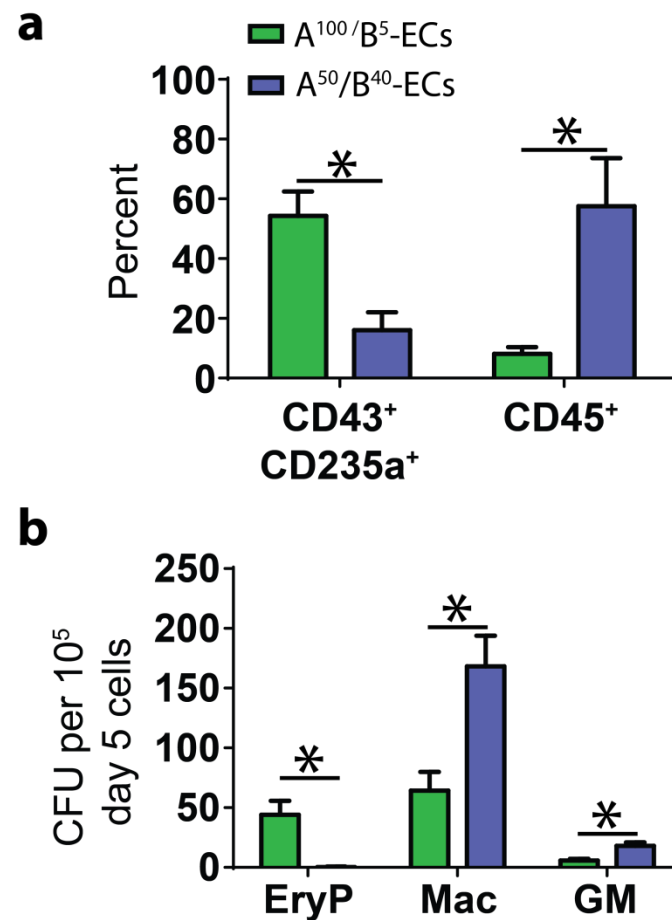

**Supplemental Figure 9. Hemogenic potential of day 5 cells cultured for 5 days on OP9 cells.** (a) Blood development from A<sup>100</sup>/B<sup>5</sup>-ECs and A<sup>50</sup>/B<sup>40</sup>-ECs on the basis of CD43/CD235a or CD34/CD45 expression. (b) Colony forming assays for blood types generated from A<sup>100</sup>/B<sup>5</sup>-ECs and A<sup>50</sup>/B<sup>40</sup>-ECs including primitive erythroid (EryP), macrophage (Mac), and granulocyte/macrophage colonies (GM). n = 3 replicates for each analysis. \* P < 0.05.

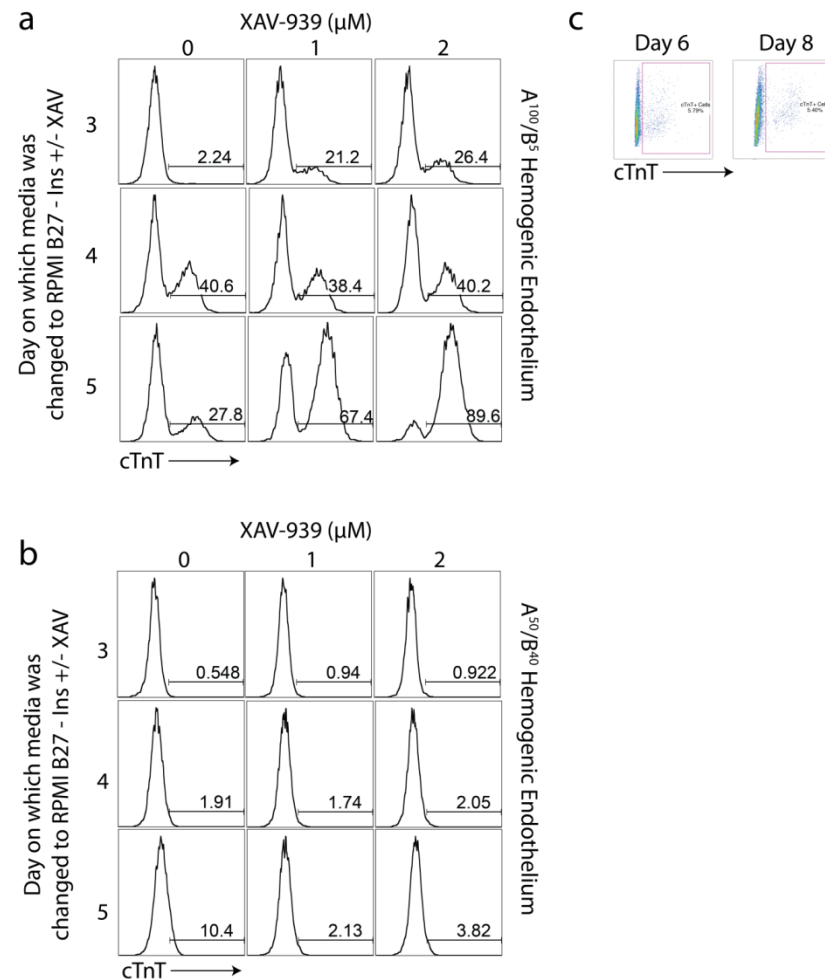

**Supplemental Figure 10. Time course analysis of fate conversion from endothelium to cardiomyocytes.** (a-b) Both the timing and concentration of XAV-939 treatment were tested for cardiac fate conversion from anterior-derived ECs ( $A^{100}/B^5$ -ECs) (a) or posterior mesoderm-derived ECs ( $A^{50}/B^{40}$ -ECs) (b). (c) Cells were replated and cultured in conditions for endothelial maturation (see methods) then exposed to 2  $\mu$ M XAV-939 on either day 6 or 8 of differentiation. In all assays, endpoint analysis was performed at day 14 of differentiation by flow cytometry analysis for cardiac troponin T expression.

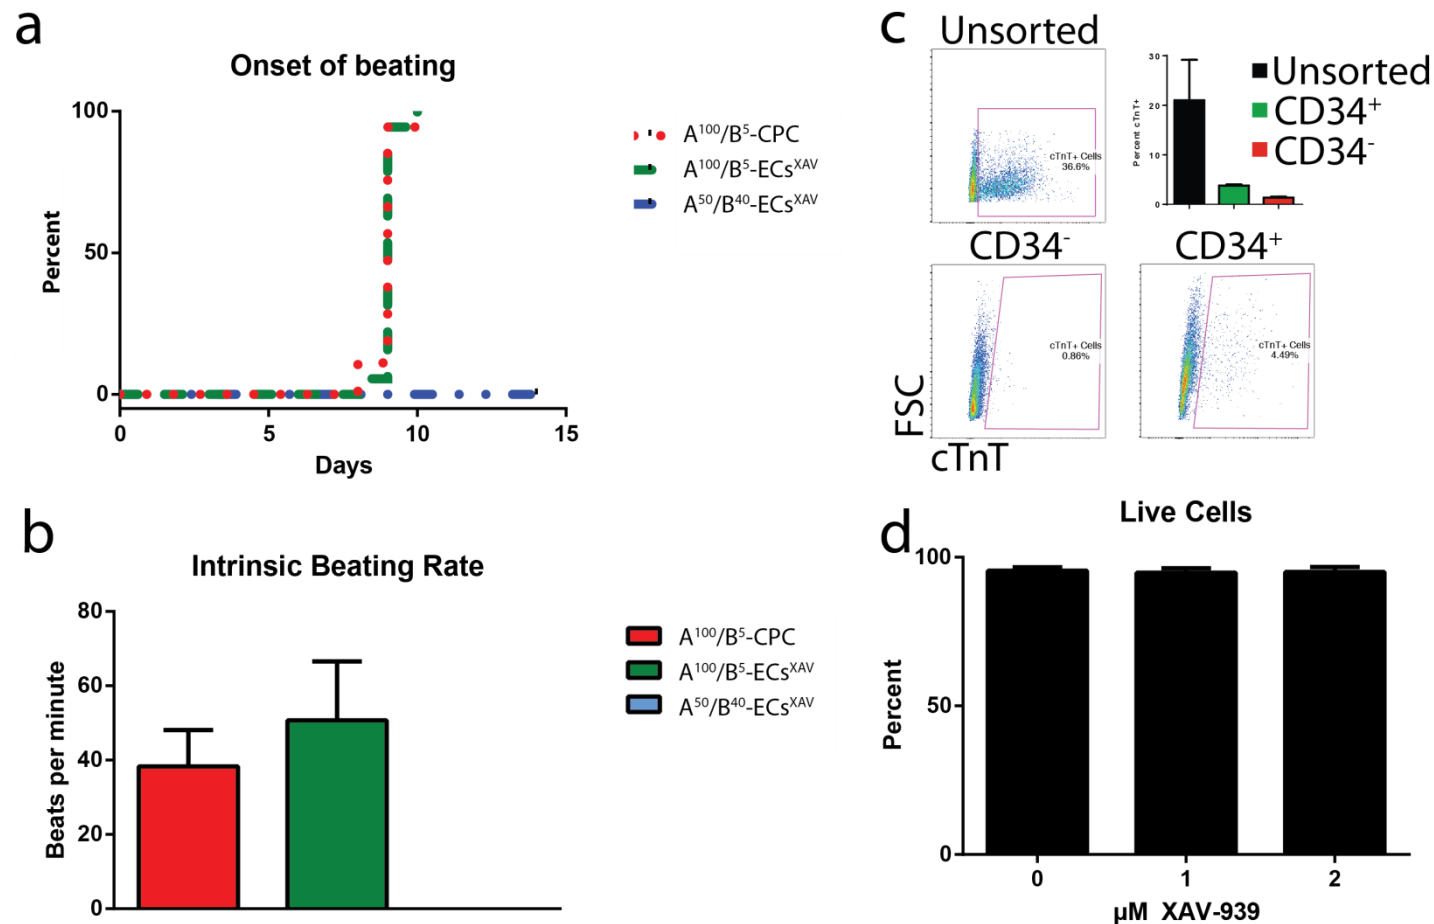

**Supplemental Figure 11. Analysis of beating activity in cardiomyocytes generated from different mesodermal origins.** (a-b) The onset of beating (a) and the intrinsic beating rate (b) analyzed at day 14 of differentiation was assessed in cells generated by standard cardiac differentiation ( $A^{100}/B^5$ -CPC) or differentiation by Wnt inhibition from anterior mesoderm-derived ECs ( $A^{100}/B^5$ -ECs<sup>XAV</sup>) or cells generated from posterior-mesoderm ECs ( $A^{50}/B^{40}$ -ECs<sup>XAV</sup>). (c) Analysis of cardiac fate switching ( $A^{100}/B^5$ -ECs<sup>XAV</sup>) from unsorted control and CD34 positive and negative FACS sorted populations (see methods for modified protocol used in these assays). (d) Live/dead assay at day 7 of differentiation showing percent live cells with increasing doses of XAV-939. n = 6-8 per group.

**Supplemental Table 1. RNA transcripts with significantly increased expression in cardiomyocytes generated from A<sup>100</sup>/B<sup>5</sup>-ECs<sup>XAV</sup> compared to A<sup>100</sup>/B<sup>5</sup>-CPCs by RNA-seq.**

**Supplemental Table 2. RNA transcripts with significantly increased expression in cardiomyocytes generated from A<sup>100</sup>/B<sup>5</sup>-CPCs compared to A<sup>100</sup>/B<sup>5</sup>-ECs<sup>XAV</sup> by RNA-seq.**

**Supplemental Table 3. Quantitative PCR Primers for human genes**

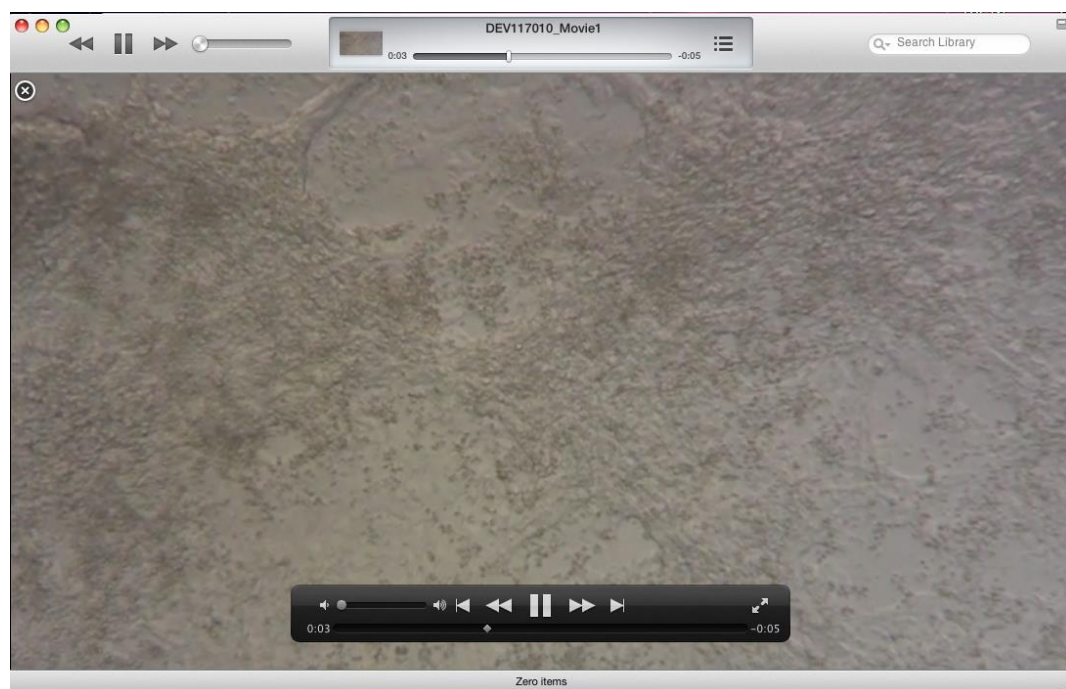

Movie 1. Day 14 beating cardiomyocytes generated from A<sup>100</sup>/B<sup>5</sup>-EC<sup>XAV</sup>.

How the deposited data were processed for this re-analysis (not part of the article)

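RNA-seq was analysed for day 14 cardiomyocytes from A100/B5 CPCs and from XAV-treated A100/B5 ECs, with 2 biological replicates in each group. The authors made poly-A libraries from unsorted cells, aligned the reads with Gsnap to hg19, counted them on genes of Ensembl release 72 and tested the counts with DESeq version 1.12.1. Separately, the authors computed FPKM with Cufflinks version 2.1.1 and UCSC gene annotations, and these FPKM are the deposited values used here. FPKM divide the fragments of a gene by its length and by the number of mapped fragments of the library. The text does not name a scaling between libraries or the handling of reads with several alignments for the FPKM, while reads with more than one alignment were left out of the counts. Read counts were not used here, so the paper's test on counts was not repeated. The RNA-seq of A50/B40 cells was not analysed here.

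Groups and replicate numbers were taken from the sample labels and the paper, and the doses from the paper. The pairing comes from the numbers 1 and 2 at the end of the sample names in both groups, and the paper does not say that same-numbered cultures were grown together. FPKM of genes at 0.005 to 0.1 were compared between libraries for the modal ratio, which gives the relative depth. A library with lower depth has coarser steps for weakly expressed genes, so ECsXAV replicate 2, with 50.1% of the depth of ECsXAV replicate 1, is the least precise there.

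Fold changes and p-values were computed with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with an intensity trend in the variance prior and Benjamini-Hochberg adjustment over the 12398 genes with a mean FPKM of at least 1. Gene lists were tested with camera and with Fisher's exact test against the other tested genes. Tables and figures were made with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6 and matplotlib 3.10.9. Gene coordinates, transcript length and GC content came from GENCODE release 44 lifted to GRCh37, the build of hg19.

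The steps were tested on simulated data with the means and spreads of the 12398 genes and 200 genes changed by a known amount. Each of the 200 changed by at least 4-fold, and the most weakly expressed genes were not drawn. The shares recovered are therefore not those of changes near 2-fold. Of the 200, 84% passed the criterion without the block and 57.5% with it, beside 4 and 5 unchanged genes, and every changed gene had the right sign. A simulated list of 60 shifted genes had a camera p of 2.9e-39 and a list of 60 unshifted genes one of 0.46. Genes were simulated independently, so these p do not cover lists whose genes vary together.

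Named genes are those that the paper names for this comparison in its results or in Fig. 7B-F, and the 5 largest fold changes in each direction among genes past the criterion whose libraries did not overlap between the groups. Some genes of the marker lists are named in the closing section. One gene that the paper names is not reported here, and no total is given for its panel. Other named genes were chosen after their values were seen. The alternatives set beforehand were a pseudocount of 0.1, no filter, a mean FPKM of at least 5, quantile normalization, median-of-ratios scaling, no trend, the replicate number as a block, summed loci, the isoform table, an estimated inter-gene correlation, and each replicate left out in turn. Leaving out a replicate leaves a group with 1 library, so those results carry no p-value.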

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

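The alternatives that left out short RNA genes (microRNA and small nucleolar RNA), genes listed at 0 beside at least 5 FPKM or symbols with several loci, and robust eBayes, were chosen after seeing the data, and the others were set before the data were examined. Of 64 named genes, 8 changed sign when a replicate was left out, each with a log2 fold change between -0.34 and 0.25 with all libraries (NKX2-5, GATA4, RYR2, HCN4, GJC1, TNNI1, TTN and TGFB1). With quantile normalization, the change of MYL7 was 0, against -0.32 without. Under it 205 genes passed the criterion, 7 of the Fig. 7B and 5 of the Fig. 7D genes among them, against 266, 9 and 6 without. COL3A1, LAMA2 and MYBPC3 did not pass there, with adjusted p of 0.0506, 0.0504 and 0.0621 from limma.

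Without a filter on low FPKM, 20 genes passed the criterion, 8 higher in ECsXAV and 12 higher in CPC cardiomyocytes, and 20 had an adjusted p under 0.05. With it, the 266 genes split 33.1% to CPC cardiomyocytes, against 60.0% without. Of the Fig. 7B genes 2 passed without the filter, of the Fig. 7D genes 1, with 6 genes of Supplemental Table 1 and 2 genes of Supplemental Table 2. Among genes with a mean FPKM of at least 5, 152 passed, 93 of them higher in ECsXAV cardiomyocytes, 231 had an adjusted p under 0.05, and 82 and 47 genes of Supplemental Tables 1 and 2 passed. With the replicate number as a block, 176 passed, 117 of them higher in ECsXAV and 59 higher in CPC cardiomyocytes, 195 had an adjusted p under 0.05, 5 of the Fig. 7B genes and 1 of the Fig. 7C genes passed, and 99 and 43 genes of Supplemental Tables 1 and 2 passed. The cause of these changes was not tested. The block leaves 1 residual degree of freedom in place of 2. With short RNA genes left out, chosen after seeing the data, 345 genes passed with the block and 339 without it. Leaving out these genes also raised the prior degrees of freedom of the shared variance, from 2.88 to 6.51 without the block. That comparison therefore cannot single out the lost degree of freedom. In simulated data made without an effect of the replicate number, the block also lowered the share of changed genes past the criterion, from 84% to 57.5%. The lost degree of freedom is thus not excluded as the cause of the drop to 176.

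With the short RNA genes left out, 973 genes had an adjusted p under 0.05, and 1669 with the block as well. Robust eBayes gave 842. Under each of these, TNNI3 was the 1 gene of Fig. 7C past the criterion. The prior degrees of freedom of the shared variance were 2.88 with the short RNA genes, 6.51 without them, 7.45 without them and with the block, and 5.73 with robust eBayes. The count past the criterion rose less, to 339, 345 and 344 genes.

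The matrix, proliferation, inhibitor and ligand and receptor lists had medians of -0.22, -0.86, -0.18 and 0.13 with the inter-gene correlation estimated from the data, as without, but camera p of 0.208, 0.128, 0.139 and 0.148. The estimates of that correlation were 0.0714, 0.402, -0.0647 and 0.0208. The inhibitor list also had a camera p of 0.0678 among genes with a mean FPKM of at least 5, with the same median of -0.18. The ligand and receptor list had a median of 0.012 and a camera p of 0.212 without the filter. The cause was not tested. Across the 4 settings that each left out one replicate, the medians ran from -0.27 to -0.20 for the matrix list, from -0.98 to -0.66 for the proliferation list, from -0.41 to -0.050 for the inhibitor list and from 0.069 to 0.20 for the ligand and receptor list.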

Differences from the paper's values

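The paper's tables list 450 genes higher in ECsXAV cardiomyocytes and 190 higher in CPC cardiomyocytes, and 178 and 88 genes passed the same criterion in the FPKM. None of the alternatives set before the data were examined closed either gap.

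Of 28 genes with a log2 fold change in the paper's tables that were compared, 27 had the same sign here and 12 differed by more than the replicate SD. For LAMB1 the paper's value is -1.93 and the value here -1.86, and for GJA1 they are -2.52 and -2.21. Both gaps closed with a pseudocount of 0.1, without ECsXAV replicate 1 and without CPC replicate 2, and under none of the other alternatives. For ADRA1B the paper's value is 1.62 and the value here 1.12, for CASQ2 -2.47 and -1.34, for GJA5 -1.71 and -0.95, for STAC3 3.30 and 2.82, and for TNNC2 2.97 and 2.65. These 5 gaps closed with a pseudocount of 0.1 and under none of the other alternatives. For HOPX the paper's value is -3.72 and the value here -2.83, for UNCX 6.01 and 2.53, and for AFP -6.36 and -3.31. The paper's table, as its text was read here, gives -4.95 under the symbol TGFB1, for which the value here was -0.11. TGFBI, a symbol that differs in its last character and was not found in the table as read, had -3.55 here, so the pair is no firm difference. SORCS1 had the opposite sign, with 1.27 in the paper's table and -3.17 here. No alternative set before the data were examined closed the gap for HOPX, UNCX, AFP, TGFB1 or SORCS1. HOPX and AFP had means of 0.946 and 0.161 FPKM in CPC cardiomyocytes, and UNCX one of 0.113 FPKM in ECsXAV cardiomyocytes. At such low FPKM the added 1 understates the change, so these 3 gaps may stem in part from it.

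Of 12 genes read by eye from Fig. 7, all had the same sign here and 5 differed. In Fig. 7C, read by eye, CACNA1C is at about -0.9, ATP2A2 at about -0.5 and HCN2 at about -1.0, and the values here were -0.69, -0.42 and -0.45. The gap of CACNA1C closed with a pseudocount of 0.1, without ECsXAV replicate 2 and without CPC replicate 1, that of ATP2A2 closed without CPC replicate 2, and that of HCN2 under none. In Fig. 7D, read by eye, TBX3 is at about 1.3 and TBX5 at about -1.4, and the values here were 0.95 and -0.32. The gap of TBX3 closed with a pseudocount of 0.1, without ECsXAV replicate 2 and without CPC replicate 2, and that of TBX5 under none.

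The paper names GJA5, KCNN4, CASQ2 and TBX5 among the genes that differ. GJA5 and CASQ2 are in its Supplemental Table 1, while TBX5 and KCNN4 were found in neither supplemental table, as their text was read here. GJA5 (adjusted p = 0.115 from limma), CASQ2 (0.0542) and TBX5 (0.315) did not pass the criterion here, and KCNN4 was below the filter. CASQ2 passed with a pseudocount of 0.1 (adjusted p = 0.0466 from limma) and without a trend (0.0458). It also passed under settings chosen after seeing the values, with short RNA genes left out (0.0042), with the block as well (0.00189) and with robust eBayes (0.00667). HAND1 of Fig. 7D (adjusted p = 0.0577 from limma) passed with a pseudocount of 0.1 (0.0485) and, chosen after seeing the values, with short RNA genes left out (0.00339), with the block as well (9.2e-04) and with robust eBayes (0.0229).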

Other observations

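The tests on the short RNA genes, on SORCS1, on the hepatic and endoderm list without AFP, on the shared variance and on isoform shares were chosen only after the result was seen, as was leaving out genes of the paper's tables. The marker lists were written earlier, but with the paper's tables, made from these libraries, at hand.

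Among short RNA genes past the criterion, 95.2% had FPKM in ratios of whole read numbers of 5 or fewer, against 33.2% and 35.8% of other genes with at least 5 FPKM when only the ECsXAV or the CPC libraries were used. These are the smallest numbers that give the ratios, so a single read or a few reads on short transcripts may underlie these fold changes. The count of SORCS1 in CPC cardiomyocytes in the paper's table is 2254.1, while the FPKM is listed at 0 in both CPC libraries, so these zeros may be failed estimates. When 305 other genes of similar expression were left out in 20 random draws, 313 to 345 genes had an adjusted p under 0.05, against 973 without the short RNA genes. A candidate explanation for the larger count is the spread of the short RNA values in the variance that limma shares across genes.

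After correction of each library for transcript length and GC content, the rank correlation of the replicate differences of the groups fell from 0.385 to 0.137 over 10940 genes. Length and GC may thus account for part of the common deviation of same-numbered libraries. The camera p of the matrix list was 9.9e-05 before and 4.4e-04 after the same correction, with medians of -0.22 and -0.22 over 88 genes. The fibroblast and smooth muscle list had 8 of 11 genes lower in CPC cardiomyocytes, 4 of them past the criterion, and a camera p of 1.2e-04 (0.0562 with an estimated inter-gene correlation), but it shares genes with the matrix list. Its 5 genes outside the matrix list had a camera p of 0.0995, with 3 lower in CPC cardiomyocytes. Among them TAGLN had a log2 fold change of -2.51 (adjusted p = 0.0127 from limma) and CNN1 one of -0.84. These genes are too few to tell whether the ECsXAV cultures held more fibroblasts or smooth muscle cells.

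Hepatic and endoderm genes were lower in CPC cardiomyocytes for 6 of 6 tested genes other than AFP (median -1.27, with a camera p of 4.4e-06 and of 4.6e-05 with the replicate number as a block). Without genes of the paper's tables, 3 of 3 were lower (camera p of 0.00758). With an estimated inter-gene correlation the camera p of the whole list was 0.0766. Endoderm-like cells in the ECsXAV cultures are a candidate explanation, and a difference between experiments cannot be told apart from it. Skeletal muscle genes had a median of 0.95, with 7 of 9 higher in CPC cardiomyocytes (adjusted p = 4.5e-04 over the 12 marker lists from limma's camera, unadjusted 1.9e-04). Of these, 4 passed the criterion, all higher in CPC cardiomyocytes, and the camera p was 0.00128 with the replicate number as a block. With an estimated inter-gene correlation it was 0.118. Of the 9 genes, 6 are in the paper's tables, and the other 3 had a median of 0.097, with 2 higher and 1 lower in CPC cardiomyocytes (camera p of 0.72). Leaving out table genes takes out changed genes by construction, and keeping them ties the list to the paper's calls, so neither version tells whether skeletal muscle cells were present.

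The endothelial list had a camera p of 0.858 over 9 genes, the immediate early list 0.645 over 13 and the Wnt target list 0.272 over 9. Without the filter on low FPKM, 20 of 27 endothelial genes were lower in CPC cardiomyocytes, with a camera p of 0.0512, so endothelial cells left in the ECsXAV cultures are not excluded. Under the replicate block, 2 immediate early genes passed the criterion, both lower in CPC cardiomyocytes, and the camera p of the list was 0.351. Among genes with a mean FPKM of at least 5, the Wnt target list had a camera p of 0.00152 over 3 genes, all lower in CPC cardiomyocytes, so its result depends on the filter. The atrial list had a camera p of 0.211 over 9 genes, with 5 lower in CPC cardiomyocytes. The ventricular list had one of 1.5e-04, with 8 of 10 lower, and of 0.229 with an estimated inter-gene correlation. Its 5 genes outside the paper's tables had a median of -0.20, with 3 lower (camera p of 0.822), a choice with the same limit as for the skeletal muscle list. Whether atrial and ventricular identity shifted against each other cannot be told from these lists. The blood, pluripotency and epicardial lists had camera p of 0.0693, 0.0775 and 0.218 over 3, 3 and 2 genes, too few to tell. Without the filter they had camera p of 0.0414 (13 of 15 genes lower in CPC cardiomyocytes), 0.175 (6 of 8 lower) and 0.0666 (8 of 12 lower), and the blood list had 0.0436 over 3 genes with a pseudocount of 0.1. More blood cells in the ECsXAV cultures are thus not excluded. For the HOX list the camera p was 5.6e-05 (0.104 with an estimated inter-gene correlation), but it held 3 tested genes of a single cluster (HOXB2, HOXB3 and HOXB4). Without the filter its camera p was 0.582 over 25 genes, 6 higher and 18 lower in CPC cardiomyocytes, but the added genes are weakly expressed. Position along the body axis could therefore not be judged.

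Isoform shares differed by over 50 points without overlap in 19 of 2609 genes with a mean FPKM of at least 10, and in 10 and 14 genes when the libraries were arranged to mix the groups. With at least 10 FPKM in every library, the numbers were 11 against 7 and 13 of 2282 genes. The differences between the groups cannot be told apart from noise in splitting reads between isoforms.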
